# A TREM2-activating antibody with a blood–brain barrier transport vehicle enhances microglial metabolism in Alzheimer’s disease models

**DOI:** 10.1038/s41593-022-01240-0

**Published:** 2023-01-12

**Authors:** Bettina van Lengerich, Lihong Zhan, Dan Xia, Darren Chan, David Joy, Joshua I. Park, David Tatarakis, Meredith Calvert, Selina Hummel, Steve Lianoglou, Michelle E. Pizzo, Rachel Prorok, Elliot Thomsen, Laura M. Bartos, Philipp Beumers, Anja Capell, Sonnet S. Davis, Lis de Weerd, Jason C. Dugas, Joseph Duque, Timothy Earr, Kapil Gadkar, Tina Giese, Audrey Gill, Johannes Gnörich, Connie Ha, Malavika Kannuswamy, Do Jin Kim, Sebastian T. Kunte, Lea H. Kunze, Diana Lac, Kendra Lechtenberg, Amy Wing-Sze Leung, Chun-Chi Liang, Isabel Lopez, Paul McQuade, Anuja Modi, Vanessa O. Torres, Hoang N. Nguyen, Ida Pesämaa, Nicholas Propson, Marvin Reich, Yaneth Robles-Colmenares, Kai Schlepckow, Luna Slemann, Hilda Solanoy, Jung H. Suh, Robert G. Thorne, Chandler Vieira, Karin Wind-Mark, Ken Xiong, Y. Joy Yu Zuchero, Dolo Diaz, Mark S. Dennis, Fen Huang, Kimberly Scearce-Levie, Ryan J. Watts, Christian Haass, Joseph W. Lewcock, Gilbert Di Paolo, Matthias Brendel, Pascal E. Sanchez, Kathryn M. Monroe

**Keywords:** Microglia, Blood-brain barrier, Alzheimer's disease, Neuroimmunology, Drug delivery

## Abstract

Loss-of-function variants of TREM2 are associated with increased risk of Alzheimer’s disease (AD), suggesting that activation of this innate immune receptor may be a useful therapeutic strategy. Here we describe a high-affinity human TREM2-activating antibody engineered with a monovalent transferrin receptor (TfR) binding site, termed antibody transport vehicle (ATV), to facilitate blood–brain barrier transcytosis. Upon peripheral delivery in mice, ATV:TREM2 showed improved brain biodistribution and enhanced signaling compared to a standard anti-TREM2 antibody. In human induced pluripotent stem cell (iPSC)-derived microglia, ATV:TREM2 induced proliferation and improved mitochondrial metabolism. Single-cell RNA sequencing and morphometry revealed that ATV:TREM2 shifted microglia to metabolically responsive states, which were distinct from those induced by amyloid pathology. In an AD mouse model, ATV:TREM2 boosted brain microglial activity and glucose metabolism. Thus, ATV:TREM2 represents a promising approach to improve microglial function and treat brain hypometabolism found in patients with AD.

## Abstract (web summary)

van Lengerich et al. developed a human TREM2 antibody with a transport vehicle (ATV) that improves brain exposure and biodistribution in mouse models. ATV:TREM2 promotes microglial energetic capacity and metabolism via mitochondrial pathways.

## Main

Alzheimer’s disease (AD) is the leading cause of dementia and represents a major global unmet medical need. Human genome-wide association studies identified numerous variants implicating microglia in modulating risk for late-onset AD (LOAD)^1,2^. Microglia are the brain’s resident innate immune cells that can resolve disturbances and help maintain brain homeostasis.

A key gene modulating LOAD risk is *TREM2* (triggering receptor expressed on myeloid cells 2), encoding a lipid receptor expressed in microglia in the central nervous system (CNS)^3,4^. TREM2 signals via DAP12, an immunoreceptor tyrosine-based activating motif (ITAM) domain-containing receptor, which phosphorylates Syk for pathway activation. TREM2 is regulated by intracellular trafficking and proteolytic cleavage of the ectodomain by ADAM10/17 (refs. 5–7). TREM2 controls key microglial functions, such as phagocytosis^7,8^, migration^9^, lipid processing^10^, proliferation, lysosomal degradation and metabolism^11^. TREM2 was shown to be required for amyloid plaque compaction in AD mouse models, myelin debris clearance in demyelinating models and neuronal health^10–14^.

TREM2 coding variants significantly increase AD risk^15,16^. R47H reduces lipid ligand affinity^3,10,17,18^, and H157Y abrogates signaling by increasing cell surface shedding of TREM2 (refs. 19–21). P522R is a hypermorphic variant in *PLCG2* (phospholipase C gamma 2), a downstream signaling mediator, that is protective in AD^22–25^. Finally, cerebrospinal fluid (CSF) biomarker studies indicate that higher soluble TREM2 is associated with slower AD progression^26,27^. Overall, these studies suggest that TREM2 loss of function (LOF) contributes to AD risk, and increased TREM2 function may be beneficial in AD.

Previous studies of pharmacological TREM2 activation largely report standard IgG antibodies that enter the brain via non-specific uptake due to the blood–brain barrier (BBB)^2,28–34^. Here we describe mechanisms of a novel therapeutic candidate, ATV:TREM2, a high-affinity human TREM2 antibody engineered with a monovalent transferrin receptor (TfR) binding site in the Fc domain to enable active transport into the CNS^35^. ATV:TREM2 demonstrated improved brain exposure and CNS biodistribution compared to anti-TREM2. ATV:TREM2 promoted mitochondrial metabolic pathways, such as lipid catabolism and glucose oxidation in microglia. In AD mouse models, ATV:TREM2 induced transcription of metabolic pathway genes and increased brain glucose uptake by fluorodeoxyglucose-positron emission tomography (FDG-PET). These studies provide new insights into the mechanisms by which ATV:TREM2, a therapeutic candidate, increases microglial functions.

## Results

### ATV enhances brain exposure and activity of a TREM2 antibody

A mouse TREM2-specific antibody, 4D9, was previously shown to enhance protective microglial functions and reduce amyloid pathology in an AD mouse model^31^. To evaluate ATV technology, we generated ATV:4D9 on a human IgG backbone with LALA (Leu234Ala) mutations to minimize FcR binding. For in vivo studies, we employed a mouse model with the apical domain of human TfR knocked-in (TfR^mu/hu^) to the mouse TfR locus, as ATV is not cross-reactive^35^. ATV:4D9 was detected at higher brain concentrations than 4D9 1 day after a 10 mg kg^−1^ intravenous (IV) dose (Fig. 1a). Capillary depletion^35–37^ was used to assess BBB transcytosis. ATV:4D9 was increased in vascular and parenchymal fraction lysates (Supplementary Fig. 1a–c), which were successfully separated based on absence of endothelial markers CD31 and CLDN5 in the parenchymal fraction (Supplementary Fig. 1d). ATV:4D9 showed higher microglial co-localization compared to 4D9 by immunohistochemistry (IHC) (Supplementary Fig. 1e–h). Thus, ATV:TREM2 shows improved parenchymal delivery and targeting to microglia.

**Fig. 1:**
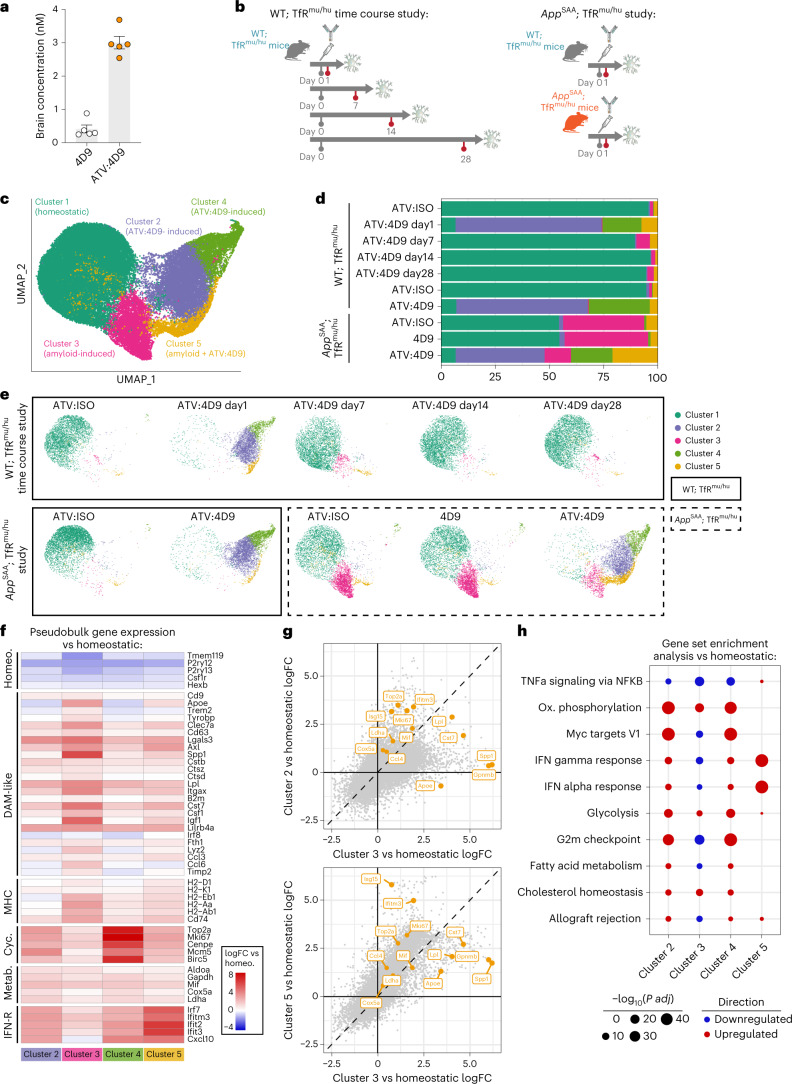
ATV:4D9 induces temporally dynamic microglial states distinct from amyloid pathology by single-cell analysis. **a**, Antibodies were detected by human IgG ELISA in whole brain lysates 1 day after IV dose of 10 mg kg^−1^ ATV:4D9 or 4D9 (*n* = 5 mice). **b**, Designs for WT;TfR^mu/hu^ and *App*^SAA^;TfR^mu/hu^ studies. Mice were injected with a single IV 10 mg kg^−1^ dose of ATV:4D9 or ATV:ISO and sacrificed at indicated timepoints (*n* = 3 WT; TfR^mu/hu^ mice and *n* = 4 *App*^SAA^;TfR^mu/hu^ mice). **c**, Integrated UMAP projection of 49,000 total cells from all mice in both studies. The WT;TfR^mu/hu^ dataset consisted of 102,043 cells, and the *App*^SAA^;TfR^mu/hu^ dataset consisted of 74,758 cells (Extended Data Fig. 1a,b). Five distinct clusters of microglia were identified. **d**, Stacked bar plots of clusters distributed per group for both studies. Clusters are shown as percentages of the whole microglial compartment averaged for each biological replicate. **e**, UMAP projection split by group for cluster distribution. Data from WT;TfR^mu/hu^ mice are boxed with solid lines, and data from *App*^SAA^;TfR^mu/hu^ mice are boxed with dashed lines. **f**, Heat map of average log_2_FC in each cluster compared to the ‘homeostatic’ cluster. Pseudobulk expression was generated by summing every counts per gene. Each mouse was treated as a biological replicate, and differential expression (DE) was performed for each cluster versus ‘homeostatic’ using limma. **g**, Scatter plots of the comparison of versus ‘homeostatic’ log_2_FC for every gene between clusters 3 and 2 (top) and clusters 3 and 5 (bottom). In the top-right quadrant, genes falling below the dashed line are more upregulated in cluster 3, whereas genes above the dashed line are further upregulated in cluster 2 (top) or cluster 5 (bottom). Canonical DAM genes and other genes of interest are highlighted in orange. **h**, Dot plot showing GSEA for each cluster using DE versus ‘homeostatic.’ Signatures were taken from the hallmark gene signatures collection. Dot size is inversely proportional to log_10_(corrected *P* value), and color indicates direction. No dot indicates a non-significant result. FC, fold change. Source data

To determine if TfR binding impacts TREM2 antibody activity independently of its ability to increase brain exposure, we tested microglial responses with similar brain concentrations of ATV:4D9 and 4D9 (Supplementary Fig. 1i) and found that only ATV:4D9 significantly increased IBA1 (Supplementary Fig. 1j,k). Therefore, ATV enhances microglia responses of a TREM2 antibody despite matching brain exposures for anti-TREM2.

### ATV:4D9 induces microglial states distinct from amyloid

Other groups reported that standard IgG TREM2-activating antibodies shift microglia states in vivo^32,33^. We hypothesized that ATV:TREM2 may have a broader impact on microglia via increased brain exposure. We evaluated the transcriptional dynamics of ATV:4D9 and the duration of the microglial response using single-cell RNA sequencing (scRNA-seq) over a time course after a single dose (Extended Data Fig. 1a,b) and in the context of amyloid pathology^38^ (Fig. 1b and Extended Data Fig. 1a,b). 

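The data given beside the conclusions of this section come from the study in AppSAA;TfRmu/hu mice, sampled 1 day after an IV dose of 10 mg kg−1. The later time points of the WT;TfRmu/hu time course have no files among those analysed. The study held 20 mice in 5 groups of 4, namely WT;TfRmu/hu mice given ATV:ISO or ATV:4D9 and AppSAA;TfRmu/hu mice given ATV:ISO, 4D9 or ATV:4D9. The deposited label of the isotype arm is ATV-DNP02. It was read as ATV:ISO because the labels name the other antibodies, and no deposited text states it. The cells were sorted, labeled with CellPlex reagents and loaded in 4 pools, each with 1 mouse of every group, so the pool pairs the mice. The sort was for live CD11b+ cells according to the paper, while the deposited texts disagree, with CD45 also named for the sort in 1 place and the tissue given either as cortex or as cortex and hippocampus. The sort fixes which cells could be counted, and all percentages below are of sorted microglia. The authors deposited UMI counts without normalization for 19737 genes in 74758 cells, together with the mouse, group, pool and cluster number of each cell. A cell held between 521 and 59993 UMIs, with a median of 11351. Between 2193 and 6126 cells per mouse were kept. The UMIs summed over the cells of a mouse ranged from 17150296 to 102446549, with a group median of 20015013.5 in WT;TfRmu/hu mice given ATV:ISO and 70130854.5 in AppSAA;TfRmu/hu mice given ATV:4D9. The clusters used here are the authors' deposited clusters at their coarser resolution, which carry the numbers 0 to 5 and no names. They were not matched to the cluster numbers of Fig. 1c. Deposited clusters 0 and 3 are taken together as homeostatic, since only in them was a list of 14 homeostatic genes higher than in the other cells, by a median log2 ratio of 0.83 and 0.58. They differ in a list of 15 immediate early genes, whose median log2 ratio to the other cells was -1.57 in deposited cluster 0 and 1.52 in deposited cluster 3, the highest of the 6 clusters. The homeostatic baseline therefore holds cells high in genes that tissue dissociation can raise. Expression was compared on counts summed per mouse, or per mouse and cluster for sums of at least 20 cells, with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. Each mouse was a replicate, and a gene was called at an adjusted p under 0.05. On simulated counts with the spread of these mice, the test called 77% of genes changed 2-fold and 53% of genes changed 1.5-fold between WT;TfRmu/hu mice given ATV:4D9 and ATV:ISO. In that simulation 4.41% of the calls were genes left unchanged. It changed only 200 of 14058 genes. The cutoff set by the adjustment depends on the share of genes changed, so these percentages do not carry over to comparisons that call most genes. Because a cell's cluster was assigned from its expression, p-values for genes between clusters describe the clusters and are not independent evidence.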

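The composition of each mouse was described by its percentages of cells in the homeostatic clusters and in deposited clusters 1, 2, 4 and 5. The SD between the 4 mice of a group was at most 4.97 percentage points over the 25 pairs of group and cluster, with a median of 1.05. The distance between 2 mice was taken as the percentage of cells that would have to change cluster to make their compositions equal. Over the 30 pairs of mice from the same group it had a median of 6.10 percentage points and ranged from 0.700 to 15.4. The pairs of AppSAA;TfRmu/hu mice given ATV:4D9 lay farthest apart, with a median of 10.6, and the pairs of WT;TfRmu/hu mice given ATV:ISO lay closest, with a median of 1.24. Between WT;TfRmu/hu mice given ATV:4D9 and those given ATV:ISO the distance was 86.7 or more in each of 16 pairs. Between AppSAA;TfRmu/hu mice given 4D9 and those given ATV:ISO it was 4.14 (median of 16 pairs), within the range seen inside groups.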

Microglial state changes were highly consistent within groups (Extended Data Fig. 1c), and brain exposure was not affected by mouse genotype (Extended Data Fig. 1e).

Most microglia responded to ATV:4D9; five distinct clusters were identified after integration, uniform manifold approximation and projection (UMAP) and Louvain clustering (Fig. 1c). 

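The share of microglia outside the homeostatic clusters was 92.3% ± 1.92 (SD, n = 4 mice) in WT;TfRmu/hu mice given ATV:4D9 and 3.85% ± 0.772 (SD, n = 4) in those given ATV:ISO. In AppSAA;TfRmu/hu mice it was 93.7% ± 3.63 (SD, n = 4) with ATV:4D9 and 44.0% ± 4.97 (SD, n = 4) with ATV:ISO. Over all microglia of a mouse, 8898 of 14058 tested genes were called between WT;TfRmu/hu mice given ATV:4D9 and ATV:ISO, 4330 higher and 4568 lower with ATV:4D9. Of these, 1596 rose and 851 fell by more than 2-fold. The count stayed between 8354 and 8738 with each mouse left out in turn, and the pool as a block in the fit moved it most, to 10483. Every mouse of one group lay above every mouse of the other for 7652 of the called genes, and for 55.6% of all tested genes, where chance gives 2.86%. Among called genes with a mean CPM (counts scaled to the total of the mouse) of at least 10 and no overlap between the groups, the largest rise was in Hells. This gene, on chromosome 19 of GRCm38 from 38930915 to 38971051, rose from 3.77 ± 0.846 to 129 ± 5.03 CPM (SD, n = 4), a log2 fold change of 5.08 (standard error 0.16, adjusted p = 1.08e-15). Dtl, Ung, Ccne1 and Ccne2 followed with log2 fold changes of 5.04, 4.97, 4.85 and 4.83. The largest falls were in Tcp11l2, Kdm5b, Fcrl1, Rnase6 and Gm40841, with log2 fold changes of -3.34, -2.90, -2.56, -2.51 and -2.35. The homeostatic gene P2ry12, on chromosome 3 from 59216272 to 59262871, fell from 2611 ± 77.6 to 999.6 ± 94.2 CPM (SD, n = 4), a log2 fold change of -1.38 (standard error 0.11, adjusted p = 1.45e-09). The fall of Tmem119 was smaller, with a log2 fold change of -0.24 (standard error 0.09, adjusted p = 0.0252). It was not called with RLE size factors (-0.20, adjusted p = 0.0574), nor without replicate 1 or 4 of ATV:ISO or replicate 3 of ATV:4D9 (-0.22 to -0.19, adjusted p up to 0.0918), and over its alternatives the adjusted p reached 0.168. All these changes are relative to the other genes of a mouse. The median UMIs per cell averaged 7566 with ATV:ISO and 15338 with ATV:4D9. A fall in CPM, above all a small one, need not be a fall in UMIs per cell. Of the 54 genes that the paper prints for this experiment, 34 were higher and 10 lower among the calls over all genes tested, and 46 were called when adjusted over the list alone. That list was drawn by the study in part from these mice, so the second count is not independent evidence.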

Most microglia were in the homeostatic cluster in isotype control-treated wild-type (WT) mice, whereas ATV:4D9 induced substantial shifts to clusters 2 and 4 after 1 day. 

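In the WT;TfRmu/hu mice of the AppSAA;TfRmu/hu study, the homeostatic clusters held 96.2% ± 0.772 of microglia with ATV:ISO (SD, n = 4) and 7.67% ± 1.92 with ATV:4D9 (SD, n = 4). Deposited cluster 2 rose from 1.35% ± 0.230 to 47.8% ± 3.48 (SD, n = 4). Deposited cluster 4 rose from 0.351% ± 0.0872 to 40.0% ± 4.44 (SD, n = 4). Deposited cluster 5 rose from 0.737% ± 0.223 to 4.21% ± 1.02 (SD, n = 4). Deposited cluster 1 was rare in both groups, at 1.41% ± 0.782 with ATV:ISO and 0.383% ± 0.0649 with ATV:4D9 (SD, n = 4). For each of the 5 shares every ATV:4D9 mouse lay on the same side of every ATV:ISO mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). The Benjamini-Hochberg adjusted p over the 25 comparisons of shares was 0.0357, and the direction held in all 4 pools. The fall of deposited cluster 1 was not past the threshold without any of replicates 1 to 4 of ATV:4D9 in turn (-1.06 to -1.01 percentage points, exact permutation test, adjusted p = 0.107). It was smallest, at -0.661, without replicate 2 of ATV:ISO, where it stayed past the threshold (exact permutation test, adjusted p = 0.0376). The groups did not overlap with any mouse left out. With 3 mice against 4, a split to the opposite side can give as large a difference even so. With the authors' finer clustering, a choice made after the values were seen, the difference in the rare deposited cluster 1 changed from -1.03 to 1.38 percentage points (exact permutation test, adjusted p = 0.260). The differences in the other shares kept their direction. Most cells of deposited clusters 2 and 4 came from mice given ATV:4D9. With every mouse weighted equally, WT;TfRmu/hu mice given ATV:4D9 supplied 53.5% of deposited cluster 2 and 61.6% of deposited cluster 4, and AppSAA;TfRmu/hu mice given ATV:4D9 supplied 39.6% and 34.5%.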

Responsive microglial clusters largely returned to homeostasis by day 7; however, a small disease-associated microglia (DAM) cluster persisted (Fig. 1d).

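State diversity was measured in each mouse by the Shannon index of its shares of the 6 deposited clusters, which is 0 when every cell lies in a single cluster. In AppSAA;TfRmu/hu mice the index was 1.51 ± 0.107 with ATV:4D9, 1.28 ± 0.0279 with 4D9 and 1.30 ± 0.0382 with ATV:ISO (SD, n = 4 mice). ATV:4D9 was higher than ATV:ISO by 0.212 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0357 over 5 comparisons), in 4 of 4 pools. With each mouse left out in turn the difference stayed between 0.171 and 0.256. It was not past the threshold without any of replicates 1 to 4 of ATV:ISO in turn (0.202 to 0.230, exact permutation test, adjusted p = 0.0714). It kept its direction and its side of the threshold with the inverse Simpson index and with every mouse thinned to 2193 cells. In WT;TfRmu/hu mice the index was 1.12 ± 0.0548 with ATV:4D9 and 0.844 ± 0.0286 with ATV:ISO (SD, n = 4), a difference of 0.274 (exact permutation test, adjusted p = 0.0357). Whether the rise differed between the genotypes depended on how the clusters were counted. The rise in AppSAA;TfRmu/hu minus that in WT;TfRmu/hu mice was -0.0619 (two-sided exact permutation test of the within-pool differences, p = 0.343, n = 4 pools each) and 0.280 with the inverse Simpson index (p = 0.429), a choice made after the data were seen like the 2 that follow. With the homeostatic clusters merged, the rises were 0.856 in WT;TfRmu/hu and 0.554 in AppSAA;TfRmu/hu mice, a difference of -0.301 (exact permutation test, p = 0.0286). With the finer clustering they were 0.513 and 0.218, a difference of -0.295 (exact permutation test, p = 0.0286).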

ATV:4D9 increased microglial state diversity in *App*^SAA^;TfR^mu/hu^ mice (Fig. 1d,e). In all four microglial clusters, responsive genes were increased compared to cluster 1. 

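Each of the 4 other deposited clusters was compared with the homeostatic clusters over 11251 genes, on 20 homeostatic sums and on 16, 20, 16 and 17 mouse sums of deposited clusters 1, 2, 4 and 5. In deposited cluster 1, 3423 genes were called higher and 3876 lower. Deposited cluster 2 had 4176 higher and 4338 lower. Deposited cluster 4 had 4364 higher and 4572 lower, and deposited cluster 5 had 4079 higher and 4022 lower. Rises of more than 2-fold outnumbered such falls in each cluster, with 888 against 348, 909 against 367, 1440 against 696 and 1040 against 414. With the other normalization, filter, tools, cell minimum and baseline, and with each pool left out, the counts stayed between 6460 and 11244. Of the 54 genes the paper prints for this experiment, 44, 43, 42 and 47 were called higher and 4, 6, 6 and 5 lower in deposited clusters 1, 2, 4 and 5. Adjusted over the list alone, 48, 49, 48 and 53 were called, on clusters that these genes helped to define. The list of 14 homeostatic genes was lower in all 4 clusters, with median log2 fold changes of -0.59, -0.47, -0.71 and -0.50. Its camera test gave adjusted p-values of 4.91e-08, 9.64e-08, 7.91e-07 and 9.57e-08. The list of 15 immediate early genes was also lower, with medians of -0.41, -0.51, -0.70 and -0.63 (adjusted p = 0.00516, 0.000267, 1.71e-05 and 2.45e-05), which reflects deposited cluster 3 in the baseline. Against deposited cluster 0 alone, a baseline chosen after the data were seen, the list was higher in all 4 clusters, with medians of 1.50, 1.80, 1.09 and 1.42 (camera, adjusted p = 3.92e-15, 2.25e-15, 8.93e-08 and 8.67e-16). Deposited cluster 0 is itself the lowest in these genes (-1.57), so a rise against it was to be expected and is no evidence about the 4 clusters. The TNF and NF-kB list of 15 tested genes was higher in deposited cluster 2, by a median of 0.39 (adjusted p = 0.0169), and in deposited cluster 5, by 0.44 (adjusted p = 0.00379). In deposited clusters 1 and 4 it was not called, and its median of -0.01 and -0.03 differed in sign from its mean of 0.32 and 0.40. Against deposited cluster 0 alone it was called in all 4 clusters, with medians of 1.82, 2.25, 1.95 and 1.90. Whether deposited cluster 0 is also unusually low in this list was not tested. Of 56 tests of lists against the homeostatic clusters, camera called 44, and all 44 were also called by fry in the same direction. The fry test called 7 more.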

The amyloid pathology-induced cluster 3 phenocopied DAM^11,39,40^ (Fig. 1f and Supplementary Table 5). 

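Of the deposited clusters outside the homeostatic class, deposited cluster 1 differed most in share between the genotypes under ATV:ISO. It held 38.3% ± 4.64 of microglia in AppSAA;TfRmu/hu and 1.41% ± 0.782 in WT;TfRmu/hu mice given ATV:ISO (SD, n = 4, exact permutation test, adjusted p = 0.0357). Deposited clusters 2, 4 and 5 were also larger in AppSAA;TfRmu/hu mice, by 0.993, 0.598 and 1.74 percentage points (exact permutation tests, adjusted p = 0.0357 for each). The first of these was not past the threshold with the finer clustering, chosen after the values were seen (0.505, exact permutation test, adjusted p = 0.170), and the last not without any 1 of the WT;TfRmu/hu mice (1.67 to 1.84, exact permutation test, adjusted p = 0.0714). In the latter the groups did not overlap, and the call was lost to the coarse test of 3 mice against 4. A list of 30 DAM genes, 25 of which the paper also prints for this experiment, was higher in deposited cluster 1 than in the homeostatic clusters by a median log2 fold change of 2.27 (camera, adjusted p = 8.60e-37), with all 30 genes higher. Apoe, on chromosome 7 of GRCm38 from 19696109 to 19699188, had a log2 fold change of 3.76 (standard error 0.32, adjusted p = 3.73e-19). Trem2, on chromosome 17 from 48346401 to 48354147, had 1.22 (standard error 0.09, adjusted p = 6.56e-22). For Clec7a, Lpl, Itgax and Cst7 the log2 fold changes were 3.69, 4.33, 4.25 and 4.61. Spp1 and Gpnmb rose most among the genes the paper prints, by 7.11 and 6.37, with standard errors of 0.56 and 0.43. Tmem119 fell by 1.52 on the log2 scale. The MHC list of 7 tested genes was higher by a median of 2.97 (adjusted p = 2.19e-07) and the interferon list of 21 genes by 1.05 (adjusted p = 0.000718). Over its 11 alternatives the MHC median ranged from 0.16 to 3.09, with an adjusted p of up to 0.0478. The Reactome interferon set was not called (0.13, adjusted p = 0.835). The cell cycle list was not called, with a median of 0.17 (adjusted p = 0.920). Over all microglia, 3960 of 14058 genes were called between AppSAA;TfRmu/hu and WT;TfRmu/hu mice given ATV:ISO, 2028 higher and 1932 lower in AppSAA;TfRmu/hu mice. With the pool as a block the count was 7166, 3026 higher and 4140 lower, which held all 3960. Without each mouse in turn it was 3192 to 3910. The DAM list was higher there by a median of 1.73 (camera, adjusted p = 4.83e-34), again with 30 of 30 genes higher. Cst7 rose from 101 ± 5.08 to 1612 ± 235 CPM (SD, n = 4), a log2 fold change of 4.00 (standard error 0.14, adjusted p = 7.65e-14). By the same rule as for ATV:4D9, the largest rises were in Mamdc2, Gpnmb, Igf1, Hpse and Etl4, by 4.54, 4.48, 4.39, 4.29 and 4.22. The largest falls were in Gm42031, Gm43305, Bank1, Fcrl1 and Hlf, with log2 fold changes of -2.74, -2.36, -1.24, -1.20 and -1.19. Gm42031 was not called by limma-voom (adjusted p = 0.0561), and Gm43305 was not called without replicate 1, 2 or 3 of AppSAA;TfRmu/hu ATV:ISO (adjusted p = 0.0513 to 0.0598).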

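Deposited cluster 4 made up at most 1.27% of microglia on average in the groups not given ATV:4D9. Of 33 cell cycle genes, all were higher in it than in the homeostatic clusters, by a median log2 fold change of 5.78 (camera, adjusted p = 1.76e-26). Mki67, on chromosome 7 of GRCm38 from 135689784 to 135716361, had a log2 fold change of 7.82 (standard error 0.26, adjusted p = 6.14e-47). For Top2a, Cenpe, Birc5 and Mcm5 the values were 7.24, 6.96, 6.93 and 3.99, with standard errors of 0.27, 0.26, 0.23 and 0.24. In a comparison chosen after the data were seen, deposited cluster 4 was set against deposited cluster 1, where 3928 genes were higher and 4255 lower. The cell cycle list was higher by a median of 5.40 (adjusted p = 2.30e-32). The DAM list was lower by a median of -1.22 (camera, adjusted p = 6.68e-15), with 29 of 30 genes lower. Apoe was lower by -3.21 (standard error 0.34, adjusted p = 1.68e-14), Trem2 by -1.18 (standard error 0.10, adjusted p = 1.86e-19), Spp1 by -4.21 and Gpnmb by -5.36. Against the homeostatic clusters the DAM list stayed higher in deposited cluster 4, by a median of 0.89 (adjusted p = 5.79e-07), while Trem2 was not called there (log2 fold change 0.05, adjusted p = 0.659).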

The ATV:4D9-induced cluster 4 upregulated cell cycle genes and reduced expression of DAM genes compared to cluster 3 (Fig. 1f,g). 

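Deposited cluster 5 rose under ATV:ISO from WT;TfRmu/hu to AppSAA;TfRmu/hu mice by 1.74 percentage points and rose with ATV:4D9 in both genotypes (exact permutation tests, adjusted p = 0.0357 for each). The first was not past the threshold without any of replicates 1 to 4 of WT;TfRmu/hu ATV:ISO in turn (1.67 to 1.84, exact permutation test, adjusted p = 0.0714). The groups did not overlap there, and the call was lost to the coarse test of 3 mice against 4. With every mouse weighted equally, AppSAA;TfRmu/hu mice given ATV:4D9 supplied 71.5% of deposited cluster 5. All 21 genes of the interferon list were higher in it than in the homeostatic clusters, by a median log2 fold change of 5.01 (camera, adjusted p = 2.28e-36). Ifit2, on chromosome 19 of GRCm38 from 34550694 to 34576419, had a log2 fold change of 6.29 (standard error 0.28, adjusted p = 2.78e-36). Ifit3, Isg15, Irf7 and Cxcl10 had 6.06, 5.57, 5.01 and 4.91, with standard errors of 0.32, 0.36, 0.30 and 0.36. In the other clusters the median of the list was smaller, at 2.02 in deposited cluster 2 (adjusted p = 4.38e-06) and 2.08 in deposited cluster 4 (adjusted p = 0.000818). The Reactome interferon set was called in neither, with medians of -0.03 and -0.10 (adjusted p = 0.625 and 0.278). Set directly against deposited cluster 1, the list was higher by 3.20 (adjusted p = 2.30e-32). The DAM list was higher than in the homeostatic clusters by a median of 1.54 (adjusted p = 6.50e-17, 30 of 30 genes higher) and lower than in deposited cluster 1 by -1.14 (adjusted p = 2.74e-16, 28 of 30 lower). Apoe was 1.77 above the homeostatic clusters (standard error 0.29, adjusted p = 1.21e-07) and had a log2 fold change of -2.0 against deposited cluster 1 (standard error 0.31, adjusted p = 4.84e-08). The rise of Trem2, 0.19, was not called (standard error 0.09, adjusted p = 0.0568). It was called with the mouse as a block (0.13, adjusted p = 0.0411), without replicate 1 (0.24, adjusted p = 0.0473) and, in a comparison chosen after the data were seen, in AppSAA;TfRmu/hu mice alone (0.32, adjusted p = 0.00205).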

Cluster 5 was induced by ATV:4D9 and amyloid pathology with upregulated IFN-stimulated genes (ISGs) with a modest upregulation of DAM genes (Fig. 1f,g).

We then performed gene set enrichment analysis (GSEA) (Fig. 1h and Supplementary Table 5). 

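The hallmark gene sets are not among the files analysed, so metabolism was followed with fixed lists of pathway genes. In deposited cluster 1, against the homeostatic clusters, 16 tested glycolysis genes were higher by a median log2 fold change of 1.29 (camera, adjusted p = 7.69e-10), 13 of them higher. The 93 nuclear genes of oxidative phosphorylation were higher by a median of 0.66 (adjusted p = 2.08e-27), 89 of them higher, and the 13 mitochondrially encoded genes by 0.81 (adjusted p = 1.32e-08). All 22 cholesterol synthesis genes were higher, by a median of 1.32 (adjusted p = 4.87e-08). Fatty acid oxidation, with 21 genes, was not called by camera (median 0.11, adjusted p = 0.130) but was by fry (adjusted p = 6.83e-06). The citric acid cycle list of 16 genes was not called by camera either (median 0.13, adjusted p = 0.105) but was by fry (adjusted p = 0.00141), with 13 genes higher. Among the metabolic genes the paper prints, Mif had a log2 fold change of 2.14 (standard error 0.13, adjusted p = 8.40e-28). Aldoa, Gapdh, Ldha and Cox5a had 1.58, 1.25, 1.23 and 0.61, with standard errors of 0.10, 0.14, 0.13 and 0.10. The Reactome sets for the same pathways gave the lowest glycolysis median, 0.98.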

Cluster 3 showed modest enrichment of glycolysis, oxidative phosphorylation and lipid metabolism signatures, suggesting that amyloid pathology imposes a metabolic demand on microglia. 

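Against the homeostatic clusters, the glycolysis list was higher in deposited cluster 2 by a median log2 fold change of 1.12 (camera, adjusted p = 7.69e-10) and in deposited cluster 4 by 0.84 (adjusted p = 6.48e-05). The second was not called with the Reactome set, whose median was 0.61 (adjusted p = 0.0511). Nuclear oxidative phosphorylation was higher by medians of 0.61 (adjusted p = 1.01e-24) and 0.71 (adjusted p = 1.90e-18). The mitochondrially encoded genes rose by 0.28 and 0.41 (adjusted p = 0.0332 and 0.0148). Cholesterol synthesis rose by 0.54 and 0.78 (adjusted p = 0.00293 and 8.62e-05). The citric acid cycle list was called in deposited cluster 2, with a median of 0.30 (adjusted p = 0.00375), and not by camera in deposited cluster 4, with 0.22 (adjusted p = 0.0544). There it was called by fry (adjusted p = 4.02e-07), with the pool as a block (0.22, adjusted p = 0.0420), with RLE size factors, with no filter, without replicate 1 or 4, with the Reactome set and, a choice made after the data were seen, against deposited cluster 0 alone (0.18 to 0.29). Fatty acid oxidation was called by camera in neither, with medians of 0.18 and 0.04 (adjusted p = 0.207 and 0.663), and by fry in deposited cluster 2 (adjusted p = 5.39e-05). The Myc and nucleolar list of 21 genes rose by 1.20 and 1.13 (adjusted p = 2.92e-16 and 1.18e-07). For single genes, Cox5a rose by 1.02 (standard error 0.09) in deposited cluster 2 and 1.17 (standard error 0.10) in deposited cluster 4. Ldha rose by 1.62 and 1.51, with standard errors of 0.12 and 0.13, and Mif by 2.07 and 1.92. The tests of lists gave every mouse sum of a cluster equal weight. In deposited clusters 2 and 4 these included sums of mice not given ATV:4D9, with as few as 23 and 26 cells. The clusters were not compared in ATV:4D9 mice alone. Compared directly, a choice made after the data were seen, deposited cluster 2 differed from deposited cluster 1 by -0.01 in glycolysis (adjusted p = 0.537) and -0.04 in nuclear oxidative phosphorylation (adjusted p = 0.0758). Deposited cluster 4 differed from deposited cluster 1 by 0.01 in glycolysis, where the mean was -0.16 (adjusted p = 0.192, called lower by fry with adjusted p = 0.0171), and by 0.07 in nuclear oxidative phosphorylation (adjusted p = 0.875). The mitochondrially encoded genes were lower than in deposited cluster 1, by -0.57 (adjusted p = 2.56e-06) in deposited cluster 2 and -0.46 (adjusted p = 0.00717) in deposited cluster 4. The citric acid cycle list was called by camera in neither, with 0.13 and 0.09 (adjusted p = 0.219 and 0.492), and was called higher in deposited cluster 2 by fry (adjusted p = 0.0146). Fatty acid oxidation was called by camera in neither, with 0.07 and 0.04 (adjusted p = 0.689 and 0.510), and was called lower in deposited cluster 4 by fry (adjusted p = 0.00662) and with the Reactome set (-0.16, adjusted p = 0.0399). Cholesterol synthesis was lower in deposited cluster 2 than in deposited cluster 1, by -0.56 (adjusted p = 0.00062), and not called in deposited cluster 4, with -0.42 (adjusted p = 0.654). The Myc and nucleolar list was higher than in deposited cluster 1, by 0.81 (adjusted p = 2.28e-10) and 0.71 (adjusted p = 0.000419). Cox5a was higher than in deposited cluster 1, by 0.42 (standard error 0.10, adjusted p = 0.00018) in deposited cluster 2 and 0.56 (adjusted p = 1.78e-06) in deposited cluster 4, and Aldoa was lower, by -0.37 (standard error 0.10, adjusted p = 0.000391) and -0.97 (standard error 0.10, adjusted p = 1.70e-14).

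**Figure D1:**
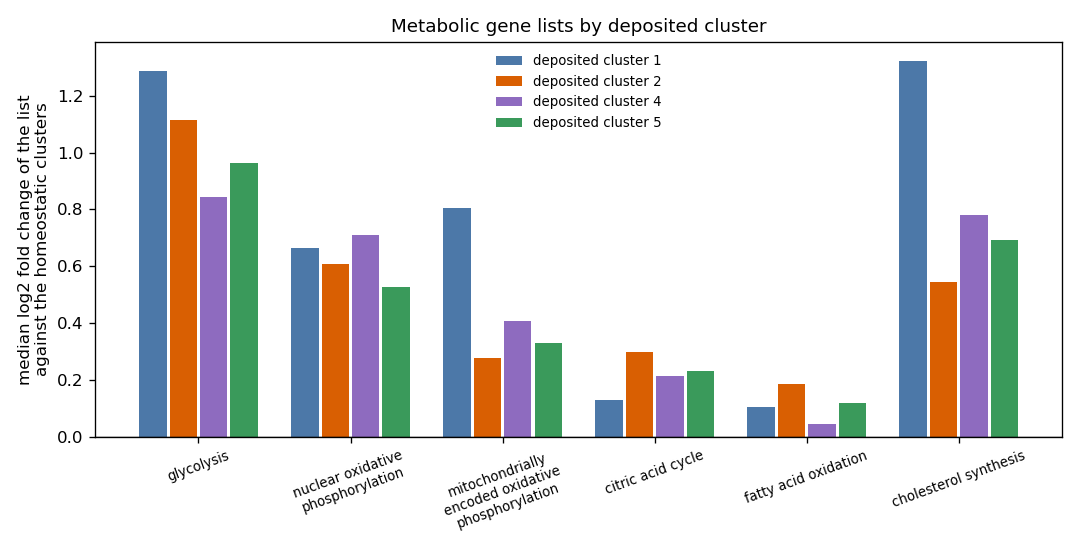
Bars give the median log2 fold change of each metabolic gene list in deposited clusters 1, 2, 4 and 5 against the homeostatic clusters, from counts summed per mouse and cluster. The glycolysis bars lie between 0.84 and 1.29 and the bars for nuclear oxidative phosphorylation between 0.53 and 0.71.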

Metabolic signatures were further upregulated by ATV:4D9 in clusters 2 and 4. 

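In AppSAA;TfRmu/hu mice the share of deposited cluster 1 was 13.5% ± 3.05 with ATV:4D9 (SD, n = 4 mice), a change of -24.7 percentage points from ATV:ISO. Deposited cluster 2 held 2.34% ± 0.392 of microglia with ATV:ISO and 35.4% ± 4.54 with ATV:4D9 (SD, n = 4). Deposited cluster 4 held 0.949% ± 0.190 and 22.4% ± 3.33 (SD, n = 4). Deposited cluster 5 held 2.48% ± 1.05 and 22.4% ± 4.26 (SD, n = 4). The homeostatic clusters held 56.0% ± 4.97 with ATV:ISO and 6.29% ± 3.63 with ATV:4D9 (SD, n = 4). For each of these 5 shares the ATV:4D9 mice lay apart from all ATV:ISO mice (two-sided exact permutation test, adjusted p = 0.0357), in 4 of 4 pools. The change in deposited cluster 1 stayed between -26.3 and -22.6 percentage points with each mouse left out. With 4D9, deposited clusters 1, 2 and 4 held 39.4% ± 2.73, 2.50% ± 0.365 and 1.27% ± 0.311 (SD, n = 4). ATV:4D9 differed from 4D9 in each share with the same exact permutation p, by -25.9 percentage points in deposited cluster 1, 32.9 in deposited cluster 2 and 21.1 in deposited cluster 4. These are shares of the sorted microglia of a mouse and not numbers of cells per brain, so a gain of other clusters lowers the share of deposited cluster 1.

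**Figure D2:**
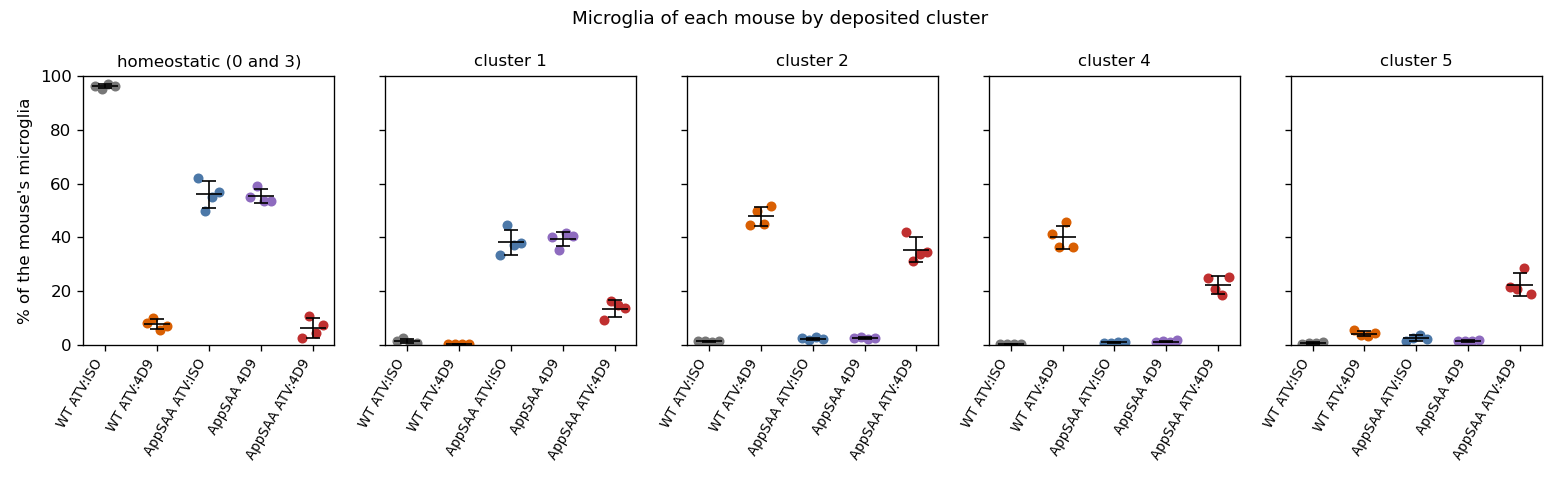
Each point is the percentage of a mouse's microglia in the homeostatic deposited clusters (0 and 3) or in deposited cluster 1, 2, 4 or 5, by group, and lines give the mean and SD of 4 mice. Deposited cluster 1 is common in AppSAA;TfRmu/hu mice given ATV:ISO or 4D9, at means of 38.3% and 39.4%, and deposited clusters 2 and 4 are common with ATV:4D9.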

ATV:4D9 reduced amyloid-induced cluster 3 and expanded metabolic clusters 2 and 4 in *App*^SAA^;TfR^mu/hu^ mice (Fig. 1d,c). Therefore, ATV:4D9 promoted transcription of multiple metabolic pathways in microglia. 

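Over all microglia of a mouse, the metabolic lists were also compared between antibodies. With ATV:4D9 against ATV:ISO, the 19 glycolysis genes rose by a median log2 fold change of 0.98 in WT;TfRmu/hu mice (camera, adjusted p = 0.000172) and 0.46 in AppSAA;TfRmu/hu mice (adjusted p = 0.0068). The second was not called with the Reactome set, whose median was 0.36 (adjusted p = 0.111). The 94 nuclear genes of oxidative phosphorylation rose by 0.68 (adjusted p = 3.34e-12) and 0.40 (adjusted p = 4.71e-08). The citric acid cycle list rose by 0.31 (adjusted p = 0.0042) and 0.30 (adjusted p = 0.00293), and the Myc and nucleolar list by 1.42 (adjusted p = 4.42e-10) and 1.09 (adjusted p = 1.99e-10). Cholesterol synthesis rose in WT;TfRmu/hu mice, by 0.42 (adjusted p = 0.000802), and was not called in AppSAA;TfRmu/hu mice, with -0.01 (adjusted p = 0.476). Fatty acid oxidation was called in neither genotype, with medians of 0.12 and 0.13 (adjusted p = 0.476 and 0.584). Nor were the mitochondrially encoded genes by camera, with 0.38 and -0.03 (adjusted p = 0.0961 and 0.858). In WT;TfRmu/hu mice, where 13 of 13 were higher, they were called by fry (adjusted p = 0.0319) and by camera with the pool as a block (0.37, adjusted p = 0.000551). In AppSAA;TfRmu/hu mice 7742 of 14058 genes were called, 3929 higher and 3813 lower with ATV:4D9. The count was 6777 to 7522 with each mouse left out in turn. Mif rose by 0.84 (standard error 0.12, adjusted p = 5.53e-06) and Cox5a, on chromosome 9 of GRCm38 from 57521274 to 57532426, by 0.92 (standard error 0.14, adjusted p = 1.37e-05). Among genes with a mean CPM of at least 10 and no overlap, the largest rises were in Cxcl11, Cxcl10, Cdc6, Ccl12 and Dtl, by 5.10, 4.31, 4.12, 4.09 and 4.01. The largest falls were in Baiap2l2, Tcp11l2, Gm40841, Ccl6 and Fcrl1, with log2 fold changes of -2.07, -1.77, -1.77, -1.75 and -1.74. In 4 comparisons of groups, that of 4D9 with ATV:ISO left aside, camera called 39 of 56 list tests, and fry called all 39 in the same direction. From the enrichment of metabolic signatures in the clusters and the expansion of clusters 2 and 4, the paper concludes that ATV:4D9 promoted transcription of multiple metabolic pathways in microglia.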

We conducted IHC on brain sections and detected increased CD74 and AXL in a subset of IBA1^+^ microglia, consistent with the transcriptional profiling (Extended Data Figs. 1d and 2f–l).

We next observed profound morphological changes consistent with a responsive microglial state, including higher fractal dimension, convexity, solidity and a larger number of short branches 1 day and 7 days after ATV:4D9 dose. These responsive morphological features were reversible, as homeostatic features were observed 14 days and 28 days after dosing (Extended Data Fig. 2a,c). Thus, ATV:4D9 induced dynamic microglial states transcriptionally and morphologically.

### ATV:TREM2 is a human TREM2 stalk region binding antibody

Next, we sought to generate an antibody with similar properties to ATV:4D9 targeting human TREM2 for the clinic (Extended Data Fig. 3a). Rodents were immunized with the human TREM2 extracellular domain (amino acids 19–172) to enable discovery of a novel human TREM2-activating antibody. This antibody was engineered with an effectorless Fc^41^ (Supplementary Table 1) and ATV^35^ (Fig. 2). Binding affinity of ATV:TREM2 to human TREM2 was 2 nM, whereas binding to human TfR was 1.4 μM, by surface plasmon resonance (SPR) (Fig. 2a and Table 1). ATV:TREM2 binds the TREM2 stalk region, N-terminal to the ADAM17 cleavage site (residues 143–149, FPGESES) determined by hydrogen–deuterium exchange (Extended Data Fig. 3b). ATV:TREM2 has an apparent 4 nM cell binding potency (Extended Data Fig. 3c) and binds endogenous TREM2 on human induced pluripotent stem cell (iPSC)-derived WT microglia (iMG) by fluorescence-activated cell sorting (FACS), whereas *TREM2* knockout (KO) iMG showed no detectable difference compared to isotype control (Extended Data Fig. 3d). Therefore, the human-specific ATV:TREM2 demonstrated similar properties to ATV:4D9 based on high-affinity binding of a stalk region epitope, TREM2 signaling activation, and functional effects in relevant myeloid cells^31^ (Extended Data Fig. 3 and Table 1).

**Fig. 2:**
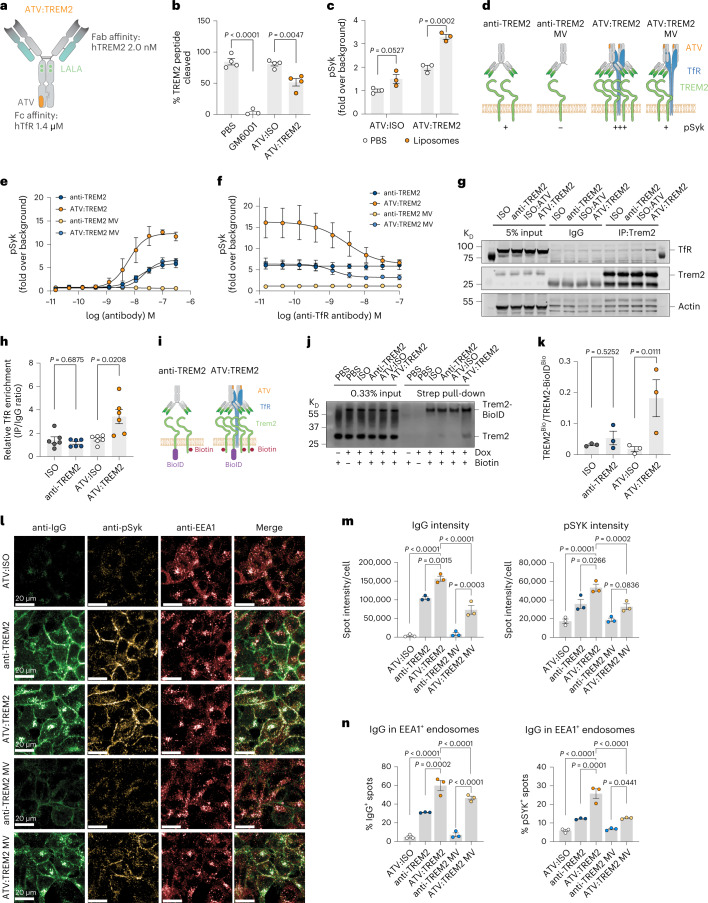
ATV:TREM2 is a novel activating antibody that potentiates receptor clustering and endocytosis to enhance TREM2 signaling. **a**, Antibody schematic of ATV:TREM2 with human TREM2 Fab affinity and ATV binding site in the Fc domain and effectorless Fc mutations. **b**, Fluorescence polarization (FP)-based detection of TREM2 stalk peptide cleavage by recombinant ADAM17 (*n* = 4 independent experiments; two-tailed unpaired *t*-test, mean ± s.e.m.). **c**, ATV:TREM2 and PS liposome co-treatment enhanced pSyk in WT iMG (*n* = 3 independent experiments; Tukey’s multiple comparisons test, mean ± s.e.m.). **d**, Schematic illustrating ATV and TREM2 Fab valency effects on pSyk signaling. Antibodies include anti-TREM2 and ATV:TREM2 with MV and BV Fabs. **e**, hTREM2-DAP12 HEK293 cells treated with a dose response of antibodies for 5 minutes, followed by pSyk detection (*n* = 3 independent experiments; mean ± s.e.m.). **f**, pSyk is blocked by co-treatment of ATV:TREM2 and anti-TfR. hTREM2-DAP12 HEK293 cells were dosed with 100 nM TREM2 antibodies and a titration anti-TfR. pSyk was detetced 5 minutes after treatment (*n* = 3 independent experiments; mean ± s.e.m.). **g**, TfR and TREM2 co-IP. hTREM2-DAP12 HEK293 cells were treated with 100 nM per antibody for 5 minutes, followed by IP on cell lysates with anti-TREM2. TfR was detected by western blot. **h**, Co-IP quantification of western blot data in **g** (*n* = 6 independent experiments; Wilcoxon test for ISO versus anti-TREM2, two-tailed paired *t*-test for ATV:ISO versus ATV:TREM2, mean ± s.e.m.). **i**, Schematic of BioID TREM2 receptor clustering assay strategy. **j**, Representative western blot detection of biotinylated TREM2 after streptavidin IP. TREM2-BioID expression was induced 24 hours before the assay with 2 ng ml^−1^ of Dox. Cells were treated with 100 nM antibody and 2 µM biotin. **k**, Quantification of western blot from **j** (*n* = 4 independent experiments; ratio of two-tailed paired *t*-test, mean ± s.e.m.). **l**, Representative immunofluorescence images of hTREM2-DAP12 HEK293 cells stained for IgG (green), pSyk (yellow) and EEA1 (red). Cells were treated with 10 nM per antibody for 10 min. **m**, Quantification of spot intensity for IgG and pSyk immunofluorescence per cell (*n* = 3 independent experiments with 3,000–5,000 cells per condition; Tukey’s multiple comparisons test, mean ± s.e.m.). **n**, Quantification of percent of IgG or pSyk spots localized within EEA1^+^ endosomes (*n* = 3 independent experiments with 3,000–5,000 cells per condition; Tukey’s multiple comparisons test, mean ± s.e.m.). Source data

**Table 1:** Comparative TREM2 antibody binding affinity and cellular activity

Assay	Analyte	Anti-TREM2	ATV:TREM2	ATV:4D9
SPR binding K_D_ (M)	hTREM2	2.46 × 10^−9^	2.00 × 10^−9^	No binding
SPR binding K_D_ (M)	msTREM2	No binding	No binding	3.16 × 10^−10^
SPR binding K_D_ (M)	hTfR	No binding	1.43 × 10^−6^	9.09 × 10^−7^
Macrophage survival EC_50_ (M)		2.7 × 10^−9^	4.1 × 10^−9^	4.1 × 10^−9^

SPR binding and macrophage survival potency values for ATV:4D9, anti-TREM2 and ATV:TREM2. Macrophage survival was determined using plate-coated antibody with ATP quantification for cell viability. ATV:4D9-induced survival was tested on bone marrow-derived macrophages (BMDMs) from WT;TfR^mu/hu^ mice.

### ATV:TREM2 reduces shedding and activates TREM2 signaling

To elucidate ATV:TREM2 mechanisms of action, we examined shedding blocking as observed with 4D9 (ref. 31). ATV:TREM2 partially blocked stalk peptide cleavage by ADAM17, whereas the control inhibitor GM6001 completely blocked shedding (Fig. 2b). This biochemical activity is consistent with the ability of ATV:TREM2 to reduce soluble TREM2 in a cell-based assay (Extended Data Fig. 3e) and in the CSF of WT;TfR^mu/hu^ mice treated with ATV:4D9 (Supplementary Fig. 1l).

TREM2 signals upon binding phosphatidylserine (PS) and other anionic lipids^3,10^. Therefore, we determined if antibody binding affects lipid signaling. iMG co-treated with PS liposomes and ATV:TREM2 showed enhanced signaling (Fig. 2c and Extended Data Fig. 3f). To determine if ATV:TREM2 engages a functional cellular response, we examined rescue of survival defects in primary human macrophages cultured in low macrophage colony-stimulating factor (M-CSF) and found a potent survival rescue with a half-maximal effective concentration (EC_50_) of ~1 nM (Extended Data Fig. 3g). Together, these data show that ATV:TREM2 does not block lipid ligands and signals sufficiently to promote cellular function.

### TREM2 receptor clustering is enhanced by ATV TfR binding

Previous studies demonstrated that TREM2-activating antibodies require bivalent binding^31,33^. To test valency properties of ATV:TREM2, we compared bivalent (BV) and monovalent (MV) versions for the impact on pSyk signaling. Whereas anti-TREM2 MV showed no activity (Fig. 2d,e), ATV:TREM2 MV displayed similar activity as anti-TREM2 BV, and ATV:TREM2 BV increased maximal signaling and potency (Fig. 2d,e). Thus, ATV enhances TREM2 Fab activity. These effects required ATV-TfR binding as a competitive TfR antibody inhibited ATV:TREM2ʼs pSyk potentiation (Fig. 2f).

To investigate receptor interactions, we performed co-immunoprecipitation (co-IP) with a TREM2 antibody and probed for TfR by western blot (Fig. 2g). We found a ~2-fold increase in TfR in the IP fraction isolated from ATV:TREM2 but not anti-TREM2-treated hTREM2-DAP12 HEK293 cells (Fig. 2g,h). A TfR–TREM2 complex was observed in the reciprocal co-IP (Extended Data Fig. 4a,b). Therefore, ATV:TREM2 mediates direct TREM2–TfR interactions. To test TREM2 receptor clustering, we used biotin proximity labeling (Fig. 2i), in which a doxycycline (Dox)-inducible TREM2 fusion protein was tagged intracellularly with BioID2, a mini biotin ligase^42^, and transfected this construct in hTREM2-DAP12 HEK293 cells to generate cells expressing both untagged and BioID-tagged TREM2. ATV:TREM2 drove significant TREM2 biotinylation detected by western blot, compared to anti-TREM2 or isotype (Fig. 2j,k). This provides biochemical evidence that ATV:TREM2 mediates receptor clustering (Fig. 2d,i).

### ATV:TREM2 promotes pSyk via TREM2 and TfR binding in *cis*

Next, we sought to elucidate whether ATV:TREM2 enhances pSyk in *cis* or *trans*. In *cis*, TfR and TREM2 are co-expressed on the same cell; in *trans*, receptor expression is on adjacent cells (Extended Data Fig. 4c). To distinguish between these possibilities, pSyk was detected upon antibody pre-treatment in a mix of TfR^WT^ and TfR^RNAi^ hTREM2-DAP12 HEK293 cells, in which the latter cellsʼ TfR is knocked down with RNAi (Extended Data Fig. 4d). Antibody-treated cells were plated either separately or pre-mixed and then plated. pSyk activity was similar in both conditions, supporting a *cis* mechanism (Extended Data Fig. 4e). Exogenous addition of ATV:TREM2–TfR immuno-complexes with TfR knockdown did not enhance pSyk activity (Extended Data Fig. 4f), in contrast to artificial clustering by a secondary anti-Fc antibody that elevated pSyk (Extended Data Fig. 4g). Taken together, these studies indicate that ATV:TREM2 mediates TfR–TREM2 binding in *cis* to enhance TREM2 signaling.

### ATV-driven internalization results in endosomal signaling

Because TfR undergoes constitutive internalization and endosomal recycling, we hypothesized that ATV could impact intracellular trafficking or subcellular localization of TREM2. We tracked TREM2 by immunofluorescence in ATV-treated hTREM2-DAP12 HEK293 cells and observed rapid surface downregulation (Extended Data Fig. 4h). Total cellular levels remained constant, suggesting that TREM2 is internalized but not degraded (Extended Data Fig. 4h). ATV:TREM2 was detected intracellularly, whereas anti-TREM2 showed surface localization (Fig. 2l). ATV:TREM2 signal intensity was higher than anti-TREM2 (Fig. 2m). ATV:TREM2 BV and MV increased pSyk compared to anti-TREM2 (Fig. 2l,m). With equivalent cellular IgG levels, ATV:TREM2 elicited slightly higher pSyk compared to anti-TREM2 (Extended Data Fig. 4l). These data suggest that ATV:TREM2 enhances TREM2 signaling not solely by increasing bound antibody but likely due to TfR-mediated intracellular trafficking.

To examine this hypothesis, we quantified antibody (IgG) and pSyk co-localization to EEA1^+^ endosomes and TfR^+^ recycling endosomes (Extended Data Fig. 4j). ATV:TREM2 and pSyk were detected in EEA1^+^ and TfR^+^ endosomes approximately two-fold higher than anti-TREM2 (Fig. 2l,n and Extended Data Fig. 4k,l). Therefore, ATV:TREM2 becomes localized to endosomes with pSyk. These studies demonstrate dual mechanisms of action in which ATV enhances TREM2 antibody function via TfR–TREM2 clustering and endosomal signaling. These studies elucidate mechanisms of action for ATV:TREM2 mediated by TfR engagement.

### mTOR and *PLCG2* are required for microglial proliferation

Next, we sought to identify signaling pathways by which ATV:TREM2 instructs microglial physiological responses. In human iMG^25,43^, ATV:TREM2 induced phosphorylation of key modulators of the mTOR pathway, including mTOR, AKT, RPS6 and GSK3b, whereas changes in p4EBP1 or pERK1/2 were not detected (Fig. 3a–e and Extended Data Fig. 5a,b). Total protein levels of mTOR and AKT were unaltered (Extended Data Fig. 5c,d). Concurrently, ATV:TREM2 increased proliferation in WT but not *TREM2* KO or *PLCG2* KO iMG (Fig. 3f–h), showing this activity is specific and requires *PLCG2* (refs. 22, 24, 25). The mTOR inhibitor AZD8055 blocked ATV:TREM2-induced mTOR signaling (Extended Data Fig. 5e,f), reduced EdU labeling, and blocked increased iMG cell numbers (Fig. 3h–j). Therefore, ATV:TREM2-driven microglial proliferation requires mTOR signaling.

**Fig. 3:**
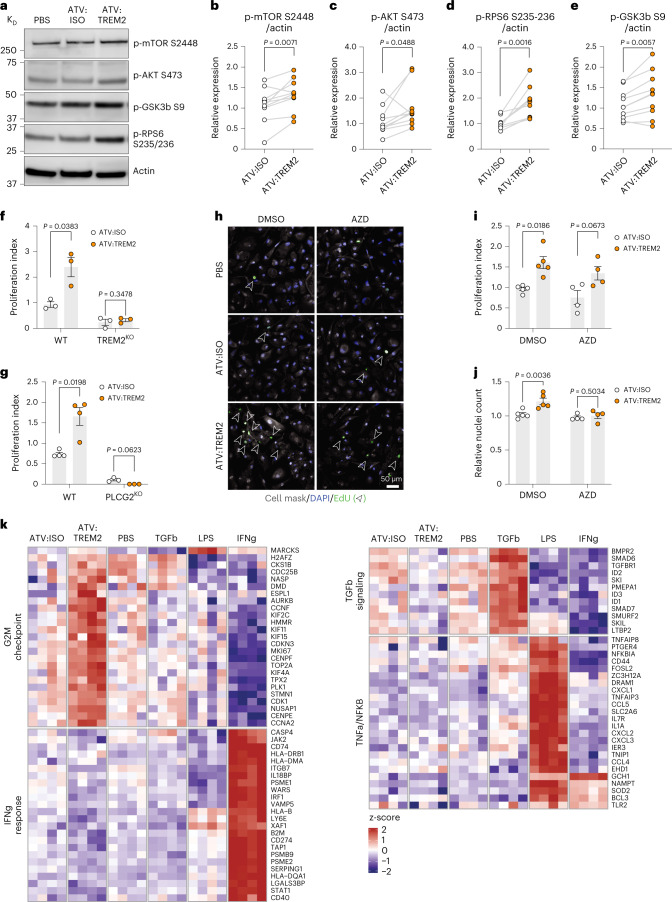
Microglial proliferation induced by ATV:TREM2 requires mTOR signaling and PLCG2. **a**, Representative western blot images for p-mTOR (S2448), pAKT (S473), pGSK3b (S9) and pRPS6 (S235/236) in WT iMG treated with 100 nM ATV:TREM2 or isotype control. **b**–**e**, Quantification of mTOR-S2448 (**b**), AKT-S473 (**c**), RPS6-S235/236 (**d**) and GSK3b-S9 (**e**) phosphorylation levels were normalized to actin. Relative expression was calculated by normalizing to vehicle control (PBS) for each experiment (*n* = 10 independent experiments (**b**–**d**) and *n* = 9 independent experiments (**e**); two-tailed paired *t*-test, mean ± s.e.m.). **f**, ATV:TREM2 induces proliferation in WT iMG but not TREM2 KO iMG. WT or TREM2 KO iMG were treated with 100 nM ATV:TREM2 or isotype control for 96 hours. Forty-eight hours after dose, 20 µM EdU was added to media. The proliferation index was calculated as percentage of EdU^+^ cells normalized to vehicle control (PBS) (*n* = 3 independent experiments; two-tailed multiple-paired *t*-test, mean ± s.e.m.). **g**, Quantification of WT and *PLCG2* KO iMG proliferation. iMG were treated with 100 nM ATV:TREM2 or ATV:ISO (*n* = 4 independent experiments (WT) and *n* = 3 independent experiments (*TREM2* KO); two-tailed multiple-paired *t*-test, mean ± s.e.m.). **h**, Representative images of WT iMG proliferation. Cells were treated with vehicle (DMSO) or mTOR inhibitor AZD8055 (AZD). EdU^+^ iMG are marked with open arrow. **i**, Quantification of WT iMG proliferation treated with mTOR inhibitor AZD8055. 20 nM AZD8055 was co-dosed with 100 nM ATV:TREM2 for 96 hours (*n* = 5 independent experiments (DMSO) and *n* = 4 independent experiments (AZD); two-tailed multiple-paired *t*-test, mean ± s.e.m.). **j**, Nuclei quantification of iMG co-treated with ATV:TREM2 and AZD. Relative nuclei count was normalized to vehicle control (PBS) for each experiment (*n* = 5 independent experiments (DMSO) and *n* = 4 independent experiments (AZD); two-tailed unpaired *t*-test, mean ± s.e.m.). **k**, RNA-seq of iMG treated for 4 days with PBS, 100 nM ATV:ISO or ATV:TREM2 or 10 ng ml^−1^ LPS, 20 ng ml^−1^ TGFβ or 20 ng ml^−1^ IFNγ. Relative expression (z-scores) of the top-most upregulated or downregulated genes selected from pathways of interest. Pathway definitions were taken from the hallmark MSigDB collection; genes shown are a subset of those found in the leading edge of the gene set for each category. Source data

Next, we found that ATV:TREM2 induced a cell cycle G2M checkpoint gene signature in WT iMG by bulk RNA-seq, distinct pathway biology compared to other stimuli, such as TGFβ, lipopolysaccharide (LPS) or IFNγ (Fig. 3k and Supplementary Table 4). ATV:TREM2-treated WT iMG showed nominal cytokine release compared to LPS (Extended Data Fig. 5g). These data show that ATV:TREM2 promotes microglia proliferation via mTOR and PLCG2 and is biologically distinct from other innate immune stimuli.

### ATV:TREM2 improved pharmacodynamic responses in vivo

To explore if our in vitro iMG findings translated in vivo, we generated a *TREM2* BAC transgenic (tg) mouse model expressing human TREM2 (Supplementary Fig. 3a–c). This model was bred to WT;TfR^mu/hu^ mice for pharmacokinetic and pharmacodynamic studies. Brain concentrations of ATV:TREM2 increased dose dependently and were higher than anti-TREM2 (Fig. 4a and Extended Data Fig. 6a), demonstrating that ATV:TREM2 has improved brain exposure after a single IV dose. Using IBA1 immunostainings coupled with EdU labeling to detect proliferating microglia, we found that ATV:TREM2 induces a dose-dependent increase in IBA1^+^ and IBA1^+^ EdU^+^ microglia, whereas anti-TREM2 showed no effect (Fig. 4b,c). These results indicate that ATV:TREM2 enhances microglia proliferation in vivo compared to anti-TREM2 at similar brain exposures.

**Fig. 4:**
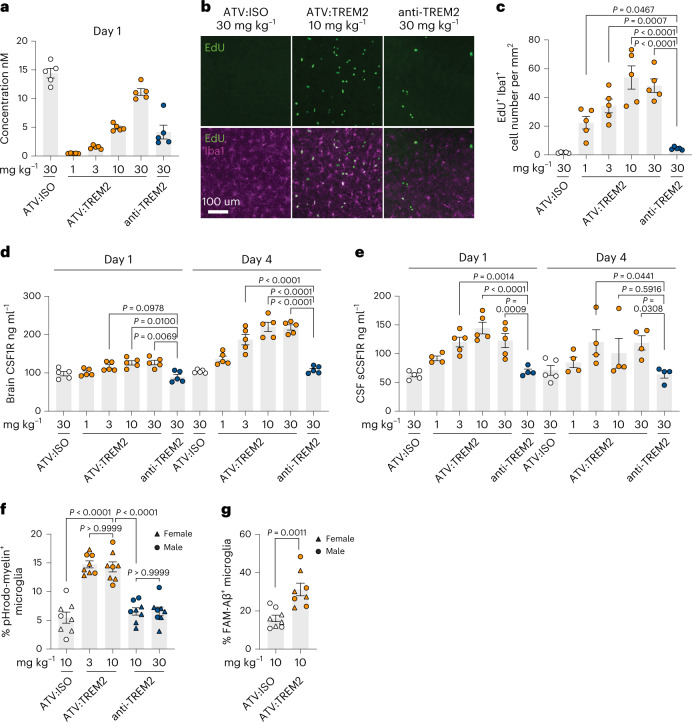
ATV:TREM2 demonstrates improved brain exposure and pharmacodynamic microglial responses compared to anti-TREM2. **a**–**e**, Four-day single-dose study. **a**, ELISA detection of antibodies in whole brain lysates for mice dosed with ATV:TREM2 (1, 3, 10 or 30 mg kg^−1^) and anti-TREM2 (30 mg kg^−1^) 1 day after dose (*n* = 5 mice per group). **b**, Microglia detected by IBA1 staining (purple), and proliferative cells were detected by EdU labeling (green) 4 days after dose. **c**, Quantification of IBA1/EdU staining (*n* = 5 mice per group; Dunnett’s multiple comparisons test, mean ± s.e.m.). **d**, CSF1R detected by ELISA in whole brain lysate (*n* = 5 mice per group; Kruskal–Wallis test for day 1 and Dunnett’s multiple comparisons test for day 4). **e**, CSF1R detected by ELISA in CSF (*n* = 5 mice per group for day 1 (30 mg kg^−1^ ATV:ISO); day 1 (3 mg kg^−1^ ATV:TREM2); day 1 (10 mg kg^−1^ ATV:TREM2); day 1 (30 mg kg^−1^ ATV:TREM2); day 4 (30 mg kg^−1^ ATV:ISO). *n* = 4 mice per group for rest and Dunnett’s multiple comparisons test for day 1; Kruskal–Wallis test for day 4, mean ± s.e.m.). **f**,**g**, Ex vivo microglial phagocytosis for different substrates. Myelin debris (**f**) (*n* = 8 mice per group; Dunnett’s multiple comparisons test) and Aβ (**g**) (*n* = 8 mice per group; two-tailed unpaired *t*-test, mean ± s.e.m.). **a**–**g**, Circle represents male mice, and triangle represents female mice.

CSF1R is expressed on microglia and is essential for survival^44^. A TREM2 antibody elevated soluble CSF1R (sCSF1R) in CSF of healthy volunteers^32^; therefore, it represents a potential pharmacodynamic biomarker. ATV:TREM2, but not anti-TREM2, increased brain and CSF CSF1R levels in a dose-dependent manner, with maximal response at 10 mg kg^−1^ (Fig. 4d,e). As TREM2 can affect microglia in a sex-dependent manner^45^, we confirmed that ATV:TREM2 increased CSF1R in males and females (Extended Data Fig. 6b,c and Supplementary Table 3), showing no significant sex differences.

To elucidate effects of ATV affinity, two additional variants were engineered: one with higher TfR affinity (110 nM) and one with lower affinity (8,000 nM), compared to the 1,100 nM TfR affinity used in all other studies. WT;human TREM2 tg;TfR^mu/hu^ mice were treated with variable doses to achieve similar brain exposure (Extended Data Fig. 6d). ATV^8000*n*M^:TREM2 reached similar brain concentrations as ATV^1100*n*M^:TREM2 but did not induce CSF1R (Extended Data Fig. 6e,f), whereas ATV^110*n*M^:TREM2 induced similar CSF1R levels as ATV^1100*n*M^:TREM2, suggesting that ATV requires an affinity threshold to enhance TREM2 Fab activity.

### ATV:TREM2 enhances microglial phagocytosis ex vivo

Previous studies demonstrated that TREM2 antibodies enhance microglial phagocytosis in vitro^31,34^. To determine the impact of ATV:TREM2 on this function, we administered antibodies in vivo and then evaluated microglial uptake of myelin or Aβ ex vivo. WT;human TREM2 tg;TfR^mu/hu^ mice were IV dosed with isotype control, ATV:TREM2 or anti-TREM2; brain microglia were harvested 2 days later, incubated with fluorescently labeled substrates (Extended Data Fig. 6g); and phagocytosis was quantified by FACS (Extended Data Fig. 6h). ATV:TREM2 increased phagocytosis of pHrodo-green^+^ myelin and FAM-labeled Aβ compared to isotype control (Fig. 4f,g). In contrast, anti-TREM2 at similar brain concentrations (Extended Data Fig. 6l) did not alter microglial myelin uptake (Fig. 4f). Moreover, ATV:TREM2 upregulated genes associated with phagocytosis, such as *Axl*, *Itgax* and *Lgals3* (Extended Data Fig. 6j).

### ATV:TREM2 demonstrates enhanced brain uptake and catabolism

We next determined the kinetics of uptake and catabolism of ATV:TREM2 using longitudinal single-photon emission computed tomography (SPECT) imaging with radiolabeled antibodies. Radiometabolites generated from [^125^I]SIB-labeled antibodies are rapidly effluxed, whereas those from [^111^In]DOTA labeling have residualizing properties with cumulative uptake due to cellular retention^46^. [^125^I]SIB-labeled ATV:TREM2 and ATV:ISO showed substantial clearance from brain (Extended Data Fig. 7a,b). In contrast, [^111^In]DOTA-labeled ATV:TREM2 showed a persistent elevated signal over the 96-hour time course (Extended Data Fig. 7a,c).

ATV:TREM2 showed a high catabolic rate in all brain regions examined (Extended Data Fig. 7d), providing a mechanistic explanation for lower brain concentrations of ATV:TREM2 compared to ATV:ISO control observed in multiple studies (Fig. 1k and Extended Data Fig. 6a,l). Notably, SPECT imaging showed that ATV:TREM2 significantly improved brain biodistribution compared to anti-TREM2. Taken together, these results demonstrate that ATV:TREM2 is broadly distributed throughout the brain, and acute TREM2 activation is sufficient to mediate sustained microglial responses, as effects persist after antibody clearance.

We assessed peripheral biodistribution and systemic safety in WT;TfR^mu/hu^ mice because TfR is broadly expressed, and TREM2 is present on myeloid cells. We observed higher concentrations of ATV:ISO and ATV:4D9 relative to 4D9 in tissues with high TfR, such as brain and bone marrow (Supplementary Fig. 2a,b). Similar biodistribution was observed across all three treatment groups in spleen, plasma and lung (Supplementary Fig. 2c–e). Overall, these data suggest that ATV:4D9 biodistribution is largely driven by TfR rather than TREM2 binding. No histopathological findings, including no changes to immune cells, were observed in the bone, bone marrow, brain, heart, kidney, liver, lung, lymph node, spleen, intestine, thymus and sciatic nerve when compared to vehicle control in a 12-week study of ATV:4D9 in WT;TfR^mu/hu^ mice dosed weekly at 10 mg kg^−1^.

### ATV:TREM2 enhances mitochondrial metabolism in microglia

We then sought to elucidate the ability of ATV:TREM2 to modulate disease-relevant microglial functions. Previous studies demonstrated that *TREM2* KO microglia are defective in clearing lipid-rich myelin debris^10,25,47^; therefore, we quantified lipid droplets by BODIPY staining in WT iMG treated with purified myelin followed by ATV:TREM2 and found reduced BODIPY staining compared to an isotype control (Fig. 5a). We next used liquid chromatography–mass spectrometry (LC–MS) to resolve lipid species and observed significant reductions in several triglycerides (TGs) (Fig. 5b,c and Extended Data Fig. 8a), a known component of lipid droplets^48,49^. Additionally, numerous acyl carnitine species were increased (Fig. 5b,c and Extended Data Fig. 8a). ATV:TREM2-mediated lipid catabolism required PLCγ2, as no effects on TGs were observed in *PLCG2* KO iMG (Fig. 5d and Extended Data Fig. 8b), further indicating that PLCγ2 acts downstream of TREM2 for lipid metabolism^25^.

**Fig. 5:**
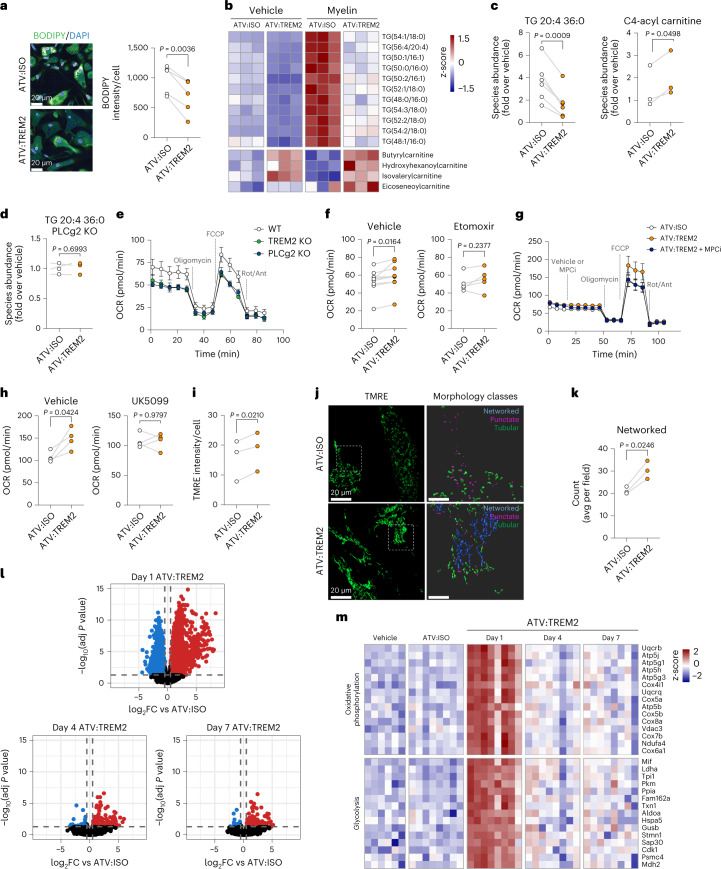
ATV:TREM2 drives metabolism through mitochondrial fatty acid oxidation and *PLCG2*-dependent respiration in microglia. **a**, Representative microscopy images from iMG treated with 10 µM oleic acid and then 100 nM ATV:ISO or ATV:TREM2 for 48 hours. BODIPY fluorescence (shown in green) was quantified (*n* = 5 independent experiments; two-tailed paired *t*-test, mean ± s.e.m.). **b**, Heat map of LC–MS analysis for TG species and acyl carnitines modulated by ATV:TREM2 in iMG treated with myelin. Plotted values are log_2_-transformed raw counts and scaled by row. **c**,**d**, ATV:TREM2 reduces TGs and increases acyl carnitines in WT iMG treated with myelin (**c**) (*n* = 6 independent experiments (TG) and *n* = 3 independent experiments (acyl carnitines); two-tailed paired *t*-test, mean ± s.e.m.) but not *PLCG2* KO iMG treated with myelin (**d**) (*n* = 3 independent experiments; two-tailed paired *t*-test, mean ± s.e.m.). **e**, Seahorse fatty acid oxidation OCR respiration measurements in *TREM2* KO and *PLCG2* KO iMG (*n* = 3 independent experiments; mean ± s.e.m.). **f**, ATV:TREM2 increases maximal respiration in WT iMG detected with Seahorse fatty acid oxidation OCR measurements (*n* = 7 independent experiments; two-tailed paired *t*-test, mean ± s.e.m.). The CPT-1 inhibitor etomoxir blocks the effect of ATV:TREM2 on respiration (*n* = 5 independent experiments; two-tailed paired *t*-test, mean ± s.e.m.). **g**,**h**, Seahorse analysis for glucose oxidation. ATV:TREM2 was treated at 100 nM for 3 days. The ATV:TREM2 effect is blocked by an MPC inhibitor, UK5099 (*n* = 4 independent experiments; two-tailed paired *t*-test, mean ± s.e.m.). **i**, ATV:TREM2 increases average TMRE intensity in iMG after 3 days with 100 nM antibody (*n* = 6 independent experiments; two-tailed paired *t*-test, mean ± s.e.m.). **j**, Representative images of super-resolution microscopy of TMRE staining in iMG. Mitochondria were segmented into networked and punctate morphologies. **k**, Morphometric analysis of the prevalence of networked mitochondria (*n* = 3 independent experiments, two-tailed paired *t*-test). **l**, Volcano plots of RNA-seq analysis of microglia isolated from mice dosed with 10 mg kg^−1^ of ATV:ISO or ATV:TREM2 for 1 day, 4 days or 7 days. Red or blue indicate significantly upregulated or downregulated genes, respectively. The *x* axis represents log_2_ fold change in expression compared to vehicle-treated mice, and the y axis represents –log_10_ adjusted *P* value. **m**, Relative expression (z-scores) of the top-most upregulated or downregulated genes at day 1 after dose selected from oxidative phosphorylation and glycolysis pathways. OCR, oxygen consumption rate.

Because ATV:TREM2 concomitantly reduced TGs and increased acyl carnitines, a byproduct of mitochondrial fatty acid metabolism^50^, ATV:TREM2 may promote mitochondrial function. Notably, both *TREM2* KO and *PLCG2* KO iMG showed impaired mitochondrial respiration under substrate-limiting conditions to isolate fatty acid metabolism (Fig. 5e and Extended Data Fig. 8c). Conversely, ATV:TREM2 increased maximal respiration and spare capacity (Fig. 5f and Extended Data Fig. 8d), demonstrating that ATV:TREM2 imparts metabolic flexibility and increased energetic capability in iMG. TREM2 and PLCγ2 were required for this activity (Extended Data Fig. 8e,f). The carnitine palmitoyltransferase 1 (CPT-1) inhibitor etomoxir blocked ATV:TREM2-driven increased respiration (Fig. 5f), suggesting that CPT-1, an enzyme that mediates acylation of free fatty acids and translocation into the mitochondria, is also required. ATV:TREM2 thus improves mitochondrial metabolism via fatty acid oxidation, consistent with its ability to clear TGs stored in lipid droplets. ATV:TREM2 also strongly increased mitochondrial oxidation of glucose, which was blocked by the mitochondrial pyruvate carrier (MPC) inhibitor UK5099 (Fig. 5g,h). Together, these results indicate that ATV:TREM2 increases the energetic capacity of microglia by promoting fatty acid oxidation and aerobic respiration via glucose catabolism.

To further investigate the effects of ATV:TREM2 on mitochondria, we assessed membrane potential with tetramethylrhodamine ethyl ester (TMRE) staining and found that ATV:TREM2 increased TMRE intensity by high-content imaging in iMG (Fig. 5i,j). To determine whether mitochondrial structure is impacted by ATV:TREM2, we performed super-resolution microscopy, which revealed increased networked mitochondria morphology (Fig. 5j,k). Importantly, networked mitochondria have been shown to correlate with increased oxidative phosphorylation and catabolism^51,52^, consistent with ATV:TREM2ʼs ability to boost microglial respiration.

We next examined whether this metabolic activity could be detected in vivo, so we performed RNA-seq on microglia isolated from WT;hTREM2 tg;TfR^mu/hu^ mice dosed with 10 mg kg^−1^ of ATV:TREM2, ATV:ISO or vehicle control. ATV:TREM2 upregulated a significant transcriptional response at 1 day compared to isotype or vehicle, which was attenuated by day 4 (Fig. 5l). Strikingly, ATV:TREM2 increased oxidative phosphorylation and glycolysis pathway genes (Fig. 5m), consistent with increased metabolic functions in iMG. The top pathways regulated by ATV:TREM2 are shown in Extended Data Fig. 8g, and a complete gene list is provided in Supplementary Table 4.

### ATV:TREM2 increases brain microglia activity in an AD model

To investigate the effects of ATV:TREM2 using brain imaging, we crossed the hTREM2 tg;TfR^mu/hu^ mice to the 5×FAD model^53^ and monitored brain microglial activity by [^18^F]GE-180 18-kDa translocator protein positron emission tomography (TSPO-PET). Increased mitochondrial TSPO expression is associated with responsive microglia^54^, and TREM2 LOF brains exhibit lower TSPO-PET signal compared to WT controls^55,56^. Therefore, TSPO-PET imaging could be an indicator of ATV:TREM2 function in vivo.

TSPO-PET was assessed in 5×FAD;hTREM2 tg;TfR^mu/hu^ and WT;hTREM2 tg;TfR^mu/hu^ mice dosed with ATV:TREM2 and an isotype control at 1, 4, and 8 days after dose. ATV:TREM2 increased cortical TSPO-PET signal in 5×FAD;hTREM2 tg;TfR^mu/hu^ with significant differences at day 8 compared to an isotype control (Fig. 6a,b). TSPO signal in WT;hTREM2 tg;TfR^mu/hu^ mice was detected at a lower baseline compared to 5×FAD. In WT mice, ATV:TREM2 treatment resulted in a small but statistically significant increase in TSPO signal intensity at day 8 compared to the isotype control (Fig. 6a,c). Therefore, ATV:TREM2 increased mitochondrial TSPO, indicating elevated microglial activity in vivo.

**Fig. 6:**
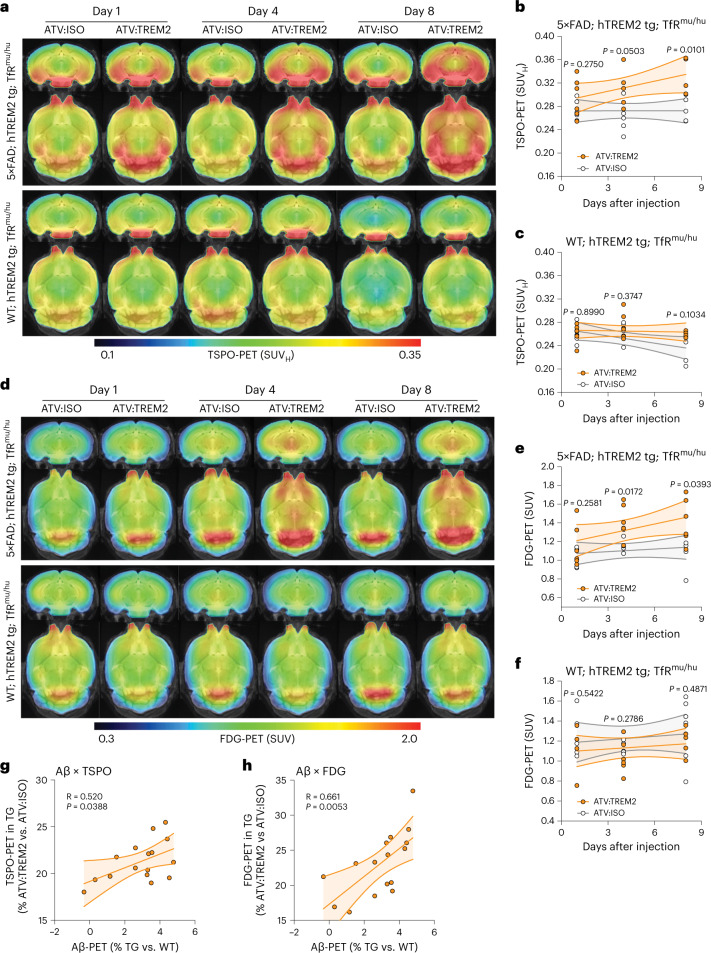
ATV:TREM2 increases brain microglial activity and glucose metabolism in an AD model. **a**, Coronal and axial slices show cold scaled group average images of TSPO-PET (SUV_H_) projected upon a standard MRI T1-weighted atlas from 5×FAD;hTREM2 tg;TfR^mu/hu^ mice (top row) or WT;hTREM2 tg;TfR^mu/hu^ mice (bottom row) mice dosed with 10 mg kg^−1^ of antibody. **b**,**c**, Quantification of TSPO-PET 1, 4, and 8 days after dose in 5×FAD;hTREM2 tg;TfR^mu/hu^ mice (**b**) and WT;hTREM2 tg;TfR^mu/hu^ mice (**c**). Scatter plot of individual TSPO-PET (SUV_H_) values. Dotted lines represent linear associations between interval after antibody dosing and TSPO-PET quantification per group and with a 95% confidence interval (*n* = 6 mice per group; two-tailed unpaired *t*-test for each timepoint, except for day 8, which used the two-tailed unpaired *t*-test with Welch’s correction). **d**, Coronal and axial slices show cold scaled group average images of FDG (SUV) projected upon a standard MRI T1-weighted atlas from 5×FAD;hTREM2 tg;TfR^mu/hu^ mice (top row) or WT;hTREM2 tg;TfR^mu/hu^ mice (bottom row) after 10 mg kg^−1^ of antibody. **e**,**f**, Quantification of cortical glucose uptake measured by FDG-PET 1, 4, and 8 days after dose of ATV:ISO or ATV:TREM2 for 5×FAD;hTREM2 tg;TfR^mu/hu^ mice (**e**) and WT;hTREM2 tg;TfR^mu/hu^ mice (**f**). Scatter plot of individual FDG (SUV) values. Dotted lines represent linear associations between interval after antibody dosing and FDG-PET quantification per group with a 95% confidence interval (*n* = 6 mice per group; two-tailed unpaired *t*-test for each timepoint). **g**,**h**, Regional correlation of biomarker alterations (5×FAD;hTREM2 tg;TfR^mu/hu^ versus WT;hTREM2 tg;TfR^mu/hu^ mice) between FBB-PET at 5 months and TSPO-PET (SUV_H_) (**g**) and FDG-PET (SUV) (**h**) at the group level.

### ATV:TREM2 increases brain glucose metabolism in an AD model

Brain glucose hypometabolism is an early feature of AD^57^ and is associated with more rapid cognitive decline^58^. Microglial activation state can contribute to glucose metabolism in the brain detected by FDG-PET imaging^54^. Additionally, TREM2 LOF reduced brain glucose metabolism in aged and amyloid mouse models^54–56^, implicating TREM2 in regulating brain metabolic activity. Therefore, we hypothesized that ATV:TREM2 could impact brain glucose metabolism. Cortical FDG-PET imaging showed that ATV:TREM2 treatment increased FDG-PET signal compared to isotype control in 5×FAD;hTREM2 tg;TfR^mu/hu^ mice (day 1: +15%, day 4: +19%, day 8: +27%), whereas no effect was observed in WT;hTREM2 tg;TfR^mu/hu^ mice (day 1: −5%, day 4: −3%, day 8: −3%) (Fig. 6d,f). Notably, TfR protein levels were similar in WT and AD mouse models (Supplementary Fig. 4a), suggesting that differences in TfR expression do not contribute PET imaging findings. Human TREM2 levels were elevated in sorted microglia from 5×FAD mice compared to WT, as expected^11,59^ (Supplementary Fig. 4b).

We performed [^18^F]florbetaben beta-amyloid-PET in 5×FAD;hTREM2 tg;TfR^mu/hu^ mice to examine if regional amyloid load correlated with ATV:TREM2 effects on TSPO-PET and FDG-PET. Given the short duration of these studies, we did not anticipate changes in amyloid plaque load; however, there was significant regional association for TSPO-PET and FDG-PET at day 8 with frequency band broadening (FBB) signal, suggesting that ATV:TREM2 impacts brain regions based on amyloid load (Fig. 6g,h). These results suggest that ATV:TREM2 could rescue deficits in brain glucose metabolism, potentially ameliorating this metabolic deficit found in AD.

## Discussion

In this study, we describe the mechanisms of action and cellular functions of ATV-enabled anti-TREM2 biologics, including mouse-specific ATV:4D9 and human-specific ATV:TREM2. Our findings demonstrate that ATV enables improved biodistribution and activity of TREM2 antibodies. The functional genetics demonstrate that LOF TREM2 LOAD risk variants disable protective microglial responses. Therefore, promoting TREM2 to improve microglia functions is a compelling therapeutic approach. Surprisingly, ATV not only improved brain uptake and biodistribution of our TREM2 antibody; it also enhanced TREM2 signaling at the cellular level through co-engagement of TREM2 and TfR. We show that a key physiological effect of ATV:TREM2 is to improve the energetic capacity of microglia through enhanced fatty acid and glucose oxidation in mitochondria. We also demonstrate that ATV:TREM2 increased microglial activity and glucose metabolism in an amyloid mouse model via TSPO-PET and FDG-PET imaging, respectively.

The concept and generation of ATV:TREM2 was driven by the need to improve target engagement in the brain. Although the transport vehicle (TV) platform improved brain uptake for ATV:TREM2 as observed with other large molecules^35,36,60^, the impact of ATV on the cellular activity of a TREM2 antibody remained an open question. We found that ATV altered TREM2 Fab function through two distinct mechanisms: (1) enhanced receptor clustering and (2) increased endosomal signaling. Because ATV:TREM2 resulted in enhanced microglia responses compared to anti-TREM2 with equivalent brain IgG concentrations, the molecular and cellular mechanisms identified in vitro are likely engaged in vivo. These observations indicate that ATV:TREM2 has superior activity in addition to enhanced brain delivery and is, therefore, a highly differentiated candidate biotherapeutic.

Previous work showed that a TREM2 antibody can activate AKT^34^; however, the cellular functions it mediates had not been demonstrated. We found that ATV:TREM2 activates mTOR signaling, which is required for microglia proliferation. Furthermore, we demonstrate that PLCγ2 is required for proliferation and metabolic pathways downstream of TREM2 in iMG. *PLCG2* KO phenocopies *TREM2* KO in iMG, showing deficient proliferation and mitochondrial respiration. These findings support a genetically validated TREM2 pathway in which PLCγ2 acts downstream and is required for diverse microglial functions induced by ATV:TREM2. Our studies provide further support for the direction of therapeutic modulation of TREM2, because an AD-protective *PLCG2* variant has been shown to be mildly hypermorphic, indicating that increased PLCγ2 activity is beneficial for disease^23,25^. Our findings indicate microglia functions with disease-modifying potential based on the link to additional AD-relevant genes.

The functional implications of human AD genetics that point to TREM2 in microglia as a modulator of disease risk remain a critical question in the field. Previous studies conducted 48 hours after TREM2 antibody dosing^32,33^ show that pharmacological activation elicited transcriptional responses. However, these data had not shown specific functional effects on microglia. We show direct evidence of microglia proliferation induced by ATV:TREM2, which could help resolve pathology or serve as a renewal process to reset microglial state. The proliferative response appears limited to a subset of microglia, and factors regulating it are not yet understood. ATV:TREM2 also improved microglial phagocytosis, suggesting that ATV:TREM2 imparts multiple functions that could ameliorate disease.

A key advancement of our studies is the temporal and dose–response effects of ATV:TREM2 in vivo. Whereas previous studies evaluated TREM2 antibodies at one timepoint with a single dose^32,33^, here we provide a more comprehensive view. ATV:4D9 induced durable yet reversible microglial responses by single-cell transcriptional profiling and morphometry. The ability of microglia to reverse states has recently been observed where TREM2 antagonistic antibodies reduce *Grn* LOF hyperactivation^61^, indicating that microglial states are indeed tunable.

Known features of TREM2 LOF microglia include survival defects and arrest in a homeostatic low metabolic state^56,62,63^ and lipid accumulation due to myelin debris^10,25^. Therefore, we sought to determine whether TREM2-related metabolic deficiencies were a secondary consequence of survival deficits or if cellular metabolism could be specifically activated by ATV:TREM2. We discovered that ATV:TREM2 promotes energetic capacity via specific metabolic pathways. Namely, ATV:TREM2 promoted mitochondrial fatty acid oxidization, in which TGs stored in lipid droplets are catabolized to increase microglial respiration. ATV:TREM2 also promoted glucose oxidation, demonstrating flexibility in substrate utilization. We hypothesized that this in vitro activity could connect to disease efficacy rationale as patients with AD and TREM2 LOF mice display hypometabolism with low FDG-PET signal^54–56,58^. ATV:TREM2 increased FDG-PET in an amyloid mouse model, thereby improving brain metabolism in a disease context. Whether ATV:TREM2 induces glucose uptake cell autonomously in microglia or influences other CNS cell types remains an open question. Taken together, our results demonstrating improved brain exposure and biodistribution of a TREM2-activating antibody capable of enhancing microglial functions and improving brain metabolism suggest that ATV:TREM2 is a differentiated therapeutic candidate for the treatment of AD.

## Methods

### Mouse lines and animal care

The genotype, age and sex information of mouse models used in this study are summarized in Supplementary Table 2. TfR^mu/hu^ mouse line was developed in-house by humanizing the apical domain of mouse TfR^35,36^. The chimeric allele is referred to as TfR^mu/hu^. *App*^*SAA*^ mouse model^38^ was crossed to TfR^mu/hu^ mice to generate *App*^SAA^;TfR^mu/hu^ mice (homozygous;homozygous). The human Trem2 BAC tg mouse model was generated at Denali Therapeutics by the introduction of engineered BAC DNA CTD-2210D2 into the mouse genome (see the detailed description in the Supplementary Methods). 5×FAD mice (B6SJLTg(APPSwFlLon,PSEN1*M146L*L286V)6799Vas/Mmjax) were purchased from the Jackson Laboratory (MMRRC strain no. 034840-JAX)^53^. 5×FAD mice, human TREM2 BAC tg mice and TfR^mu/hu^ mice were crossed to generate 5×FAD;hTREM2 tg;TfR^mu/hu^ (hemizygous;hemizygous;homozygous) and WT;hTREM2 tg;TfR^mu/hu^ mice (non-carrier;hemizygous;homozygous). Mice are maintained on a C57BL/6J genetic background. Mouse husbandry and experimental procedures were approved by the Denali Institutional Animal Care and Use Committee. All animal experiments at the German Center for Neurodegenerative Diseases (DZNE) were performed in accordance with animal handling laws of the state of Bavaria (Germany). Housing conditions included standard pellet food and water provided ad libitum, a 12-hour light/dark cycle at a temperature of 22 °C with maximal five mice per cage and cage replacement once per week with regular health monitoring.

### RNA-seq

iMG RNA was extracted with the RNeasy Plus Micro Kit (Qiagen, 74034) to be used as input for bulk RNA-seq library generation using the QuantSeq 3′ mRNA-seq Library Prep Kit FWD for Illumina (Lexogen, A01173) with the unique molecular identifier (UMI) second-strand synthesis add-on module. Libraries were pooled and shipped to SeqMatic for sequencing on an Illumina sequencer.

scRNA-seq for WT mice was prepared with the Miltenyi Adult Brain Dissociation Kit (Miltenyi Biotec, 130-107-677), followed by enrichment with CD45 micro beads (Miltenyi Biotec, 130-107-677). 10x Genomics Chromium Single Cell 3′ GEM, Library & Gel Bead Kit version 3, was used for single-cell capture and library generation per the user guide. Samples for the AD mouse model were prepared with the same Miltenyi dissociation kit, but enrichment was performed via FACS sorting of live CD11b^+^ cells. Samples were labeled with CellPlex reagents for multiplexing purposes, and single-cell capture was performed using the Chromium Next GEM Single Cell 3′ Kit version 3.1 per the user guide. Detailed information for bulk and scRNA-seq experimental procedures can be found in the Supplementary Methods section.

Raw reads were aligned to the mouse genome (mm10) using STAR aligner^64^. For scRNA-seq, reads were mapped using the standard Cell Ranger pipeline (version 6.1.1/version 7.0.0). Downstream analysis of bulk RNA-seq data was carried out in R. Differential expression was performed using the limma/voom pipelines^65^. GSEA was performed with the fgsea^66^ and sparrow (https://github.com/lianos/sparrow) packages using signatures from the hallmark Molecular Signatures Database (MSigDB)^67,68^. For scRNA-seq, analyses were performed in R using the standard Seurat version 4 pipeline^69^. Pseudobulk differential expression analyses were carried out using limma/voom. Detailed information about processing and analysis steps can be found in the Supplementary Methods; for analysis code, see the ‘Code availability’ section.

### IHC for mouse brains

After cardiac perfusion with ice-cold PBS, right hemibrains were fixed by immersion in 4% paraformaldehyde (PFA) at 4 °C for 24 hours and then transferred to 30% sucrose solution for 2 days before sectioning coronally on a freezing microtome at a thickness of 40 μm. Free-floating sections were permeabilized with 1× Tris-buffered saline solution containing 0.05% Tween (TBST), blocked with 5% donkey serum and incubated in primary antibodies overnight at 4 °C. Sections were then washed in TBST, and a solution of secondary antibodies was then applied for 1 hour at room temperature. Sections were washed in TBST before mounting and cover-slipping with ProLong Glass Antifade Mountant solution (Thermo Fisher Scientific, P36984). Immunofluorescence was performed using the following primary antibodies: goat anti-Iba1 (Novus, NB100-1028, 1:500); guinea pig anti-Iba1 (Synpatic Systems, HS-234 308, 1:500); rabbit anti-CD74 (Abcam, ab245692, 1:500); and goat anti-Axl (R&D Systems, AF854, 1:25) and the following secondary antibodies: Alexa Fluor 488 donkey anti-Rabbit IgG (Jackson ImmunoResearch, 711-545-152, 1:500); Alexa Fluor 555 donkey anti-rabbit IgG (Thermo Fisher Scientific, A32794, 1:500); Alexa Fluor 647 donkey anti-goat IgG (Thermo Fisher Scientific, A-21447, 1:500); and Alexa Fluor 647 donkey anti-guinea pig IgG (Jackson ImmunoResearch, 706-605-148, 1:500). To quantify microglia coverage in the brains, immunohistochemical staining by DAB precipitation coloring was also performed after goat anti-Iba1 primary incubation. The sections with immunofluorescence staining were imaged and analyzed for microglia morphology. See Supplementary Methods for details on microglia morphology quantification.

### Detection of antibody concentrations

Antibody concentrations were quantified using a generic anti-human IgG sandwich-format ELISA. Plates were coated overnight at 4 °C with donkey anti-human IgG (Jackson ImmunoResearch, 709-006-098) at 1 µg ml^−1^ in sodium bicarbonate solution (Sigma-Aldrich, C3041-50CAP) with gentle agitation. Plates were washed 3× with PBS + 0.05% Tween 20. Assay standards and samples were diluted in PBS + 0.05% Tween 20 + 1% BSA (10 mg ml^−1^). A standard curve ranging from 0.41 ng ml^−1^ to 1,500 ng ml^−1^ (0.003–10 nM) was fitted using a four-parameter logistic regression. Standards and diluted samples were incubated with agitation for 2 hours at room temperature. Plates were washed 3×. Detection antibody, HRP-conjugated goat anti-human IgG (Jackson ImmunoResearch, 109-036-098), was diluted in blocking buffer (PBS + 0.05% Tween 20 + 5% BSA (50 mg ml^−1^)) to a final concentration of 0.02 µg ml^−1^, and plates were incubated with agitation for 1 hour at room temperature. After a final 3× wash, plates were developed by adding TMB substrate for 5–10 minutes. Reaction was quenched by adding 4N H_2_SO_4_. Absorbance at 450 nm was measured.

### In vivo detection of mouse microglial proliferation

Animals were dosed with EdU solution (20 mg ml^−1^, Santa Cruz Biotechnology, sc-284628) via intraperitoneal (IP) injection at 80 mg kg^−1^ at day 0 (30 minutes after antibody treatment), then at  1, 2, and 3 days. Four days after EdU injection, animals were deeply anesthetized via IP injection of 2.5% Avertin. The mice were then perfused intracardially with cold PBS. Left hemibrain was snap-frozen on dry ice for biochemical analysis. Right hemibrain was fixed in 4% PFA at 4 °C for 24 hours for sectioning and immunostaining. For detecting EdU^+^ microglia in brain sections, Click-iT EdU imaging kits (Thermo Fisher Scientific, C10637) were used following the manufacturer’s instructions before the Iba1 immunofluorescence staining procedures.

### Generation of TREM2-DAP12 overexpression HEK293 stable cell lines

Human TREM2/DAP12 is overexpressed in HEK293 cell line (RRID: CVCL_0045, ATCC: PTA-4488) by transfection of a dual promoter pBudCE4.1 vector driving expression of TREM2 under the CMV promoter and DAP12 the under the EF1a promoter.

Stable clones were isolated after zeocin selection (800 µg ml^−1^ for 10 days), and TREM2 was detected by flow cytometry (APC-conjugated rat anti-human/mouse-TREM2 monoclonal antibody, R&D Systems, MAB17291). The clone showing the highest TREM2 expression level was selected.

### pSyk signaling

Phospho-Syk was measured by the AlphaLISA assay following the manufacturer’s protocol (PerkinElmer, ALSU-PSYK-A10K). In brief, hTREM2-DAP12 HEK293 cells were plated at 50,000 cells per well the day before the assay. Cells are stimulated with TREM2 antibodies for 5 minutes at 37 °C using Bravo liquid handler. For the TfR blocking experiment, TREM2 antibody was mixed with a custom-made monoclonal TfR antibody that binds the ATV epitope in the apical domain (K_D_ ~0.9 nM) at 37 °C for 30 minutes before adding to the cells. Cells are lysed with lysis buffering containing 1 µM PMSF. Data are collected from PerkinElmer EnVision plate reader.

### IP assay

hTREM2-DAP12 HEK293 cells were plated on 10-cm dishes coated with PDL 24 hours before antibody treatment. Cell lysate was collected with 1-ml ice-cold IP buffer (Thermo Fisher Scientific, 87787) containing 1× protease inhibitor (Cell Signaling Technology, 5872) using a cell scraper. Cell lysate was normalized based on BCA measurement. Then, 200–400 µg of total lysate was used for each IP and was mixed with 2 µg of biotinylated capturing antibody at 4 °C overnight. Normal IgG from the same species as the IP capturing antibody was used as binding control. Antibody biotinylation was performed using an EZ-Link Sulfo-NHS-LC-Biotin Kit, following the manufacturer’s instructions (Thermo Fisher Scientific, A39257). For TREM2 IP, goat anti-TREM2 antibody (R&D Systems, AF1828) and normal goat IgG (R&D Systems, AB-108-C) was used as capturing antibody. For the reciprocal TfR IP, a human monoclonal clonal antibody against TfR and an isotype IgG isotype antibody were made in-house for the study. The immune complex was then precipitated using 20 µl of streptavidin-conjugated magnetic beads (Resyn Biosciences, MR-STV005) and washed 4× with ice-cold 1× PBS buffer containing 0.05% Tween 20. For protein elution, 25 µl of LDS containing 1× sample buffer (Thermo Fisher Scientific, NP0007) and 1× reducing agent (Thermo Fisher Scientific, NP0009) was added directly to the washed beads and incubated at 75 °C for 10 minutes. Samples were then analyzed following standard western blot protocol. The following antibodies were used for western detection: anti-TREM2 (R&D Systems, AF1828), anti-TfR (Thermo Fisher Scientific, 13-6800) and anti-actin (Cell Signaling Technology, 58169S).

### BioID-based antibody clustering assay

TREM2 fusion protein tagged with BioID2, a mini biotin ligase^42^, was cloned into the pLVX-TRE3G vector (Takara, 631187) using In-Fusion reagent (Takara, 638943). To further optimize the catalytic activity of BioID2, four additional point mutations (E62R, q68g, p70g and S112A) were added to the sequence as previously described^70^. The pLVX-TRE3G-TREM2-BioID2 plasmid and the transponder pLVX-EF1a-Tet3G plasmid (Takara, 631359) were introduced into the parental hTREM2-DAP12 HEK293 cells as stable cell line. Cells were maintained in biotin-free media containing DMEM (Gibco, 11965092), 10% dialyzed FBS (R&D Systems, S12850), 1× NEAA (Gibco, 11140-050), 1× sodium pyruvate (Gibco, 11360-070) and 1× P/S (Gibco, 15140-122). Twenty-four hours before the assay, 2–4 ng ml^−1^ of Dox was added to initiate TREM2-BioID fusion protein expression. Cells were treated with antibody solution containing 100 nM TREM2 antibody and 2 µM biotin prepared in 1× PBS for 10 minutes at 37 °C. Both no-Dox and no-biotin samples were included as negative control. Cell lysates were prepared with RIPA buffer (Teknova, R3792) containing 1× phosphatase/protease inhibitor (Cell Signaling Technology, 5872). Normalized protein lysate containing 0.5–1 mg of protein was incubated with 20 µl of magnetic streptavidin beads (Resyn Biosciences, MR-STV005) at 4 °C overnight. Beads were then washed 4× with ice-cold RIPA buffer. Captured protein was eluted with 2× NuPAGE LDS sample buffer (Thermo Fisher Scientific, NP0007) supplied with additional 1% SDS, 20 mM biotin and 1× reducing agent (Thermo Fisher Scientific, NP0009) and heated at 95 °C for 10 minutes. Samples were analyzed via western blot. Goat anti-TREM2 (R&D Systems, AF1828) and anti-goat HRP secondary antibody (Thermo Fisher Scientific, 81-1620) were used for detection with ECL reagent (Bio-Rad, 1705060). For quantification, TREM2 biotinylation near 28 K_D_ was normalized to the auto-biotinylation of TREM2-BioID band above 55 K_D_.

### TREM2 receptor and ATV:TREM2 trafficking endosomal signaling by immunofluorescence microscopy

Human hTREM2-DAP12 HEK293 cells were plated at 35,000 cells per well 1 day before the experiment. Cells were starved in serum-free DMEM for 1 hour before antibody stimulation at 10 nM and 37 °C for 10 minutes. Transferrin is labeled with Alexa Fluor 647 transferrin conjugate (Invitrogen, T23366) at 20 µg ml^−1^ during antibody stimulation. Cells were fixed in 4% PFA for 10 minutes and permeabilized/blocked in PBS containing 0.3% Triton and 5% BSA. Primary antibodies were diluted (1:250) in PBST buffer (0.06% Triton and 1% BSA in PBS) and used at 4 °C for 24 hours with anti-pSyk Tyr525/526 (Cell Signaling, 2711) and anti-EEA1 (BD Biosciences, 610456). Secondary antibodies were diluted (1:500) in PBST buffer and used at room temperature for 45 minutes with Alexa Fluor 488 anti-human IgG (Jackson ImmunoResearch, 109-545-003); Alexa Fluor 568 anti-rabbit (Thermo Fisher Scientific, A10042); and Alexa Fluor 647 anti-mouse (Thermo Fisher Scientific, A31572). Cells were washed with PBS 3× between each stain.

Data were acquired with Opera Phoenix High-Content Imager (PerkinElmer) at ×63 magnification. Image quantification was performed using Harmony software (PerkinElmer, version 5.1) with spot identification algorithm to quantify the fluorescence spot intensity by channel. A masking algorithm was implemented in Harmony software to quantify the percent of IgG or pSyk spots co-localized within EEA1 or TfR.

### Western blot detection of signaling pathway activation in iMG

Cell lysates were prepared in high-salt lysis buffer (Cell Signaling Technology, 9803) with protease and phosphatase inhibitors (Cell Signaling Technology, 5872). BCA assay (Thermo Fisher Scientific, 23225) was used to measure total protein. Normalized lysates were mixed with loading buffer (Thermo Fisher Scientific, NP0007) and reducing agent (Thermo Fisher Scientific, NP0004) and then resolved by electrophoresis using 4–12% NuPAGE (Thermo Fisher Scientific, NP0335BOX). Semi-dry transfer was performed using the Trans-Blot Turbo System (Bio-Rad, 1704150) with 0.2-µm PVDF transfer packs (Bio-Rad, 17001917). Transferred blots were blocked with Intercept Blocking Buffer (LI-COR, 927-60001) and incubated with primary antibody overnight. HRP-conjugated secondary antibodies were used for detection. Washes were performed using TBST buffer containing 0.05% Tween 20. Blots were developed using ECL reagent (Bio-Rad, 1705062) and imaged by the Li-COR Odyssey Fc imaging system. Band signal intensity was quantified using Image Studio Lite software (LI-COR, version 5.2.5).

Table of Western blot antibody reagents.

**Table:** 

Antibody	Source	Cat.	Dilution
mTOR (7C10)	CST	2983T	1:500
Phospho-mTOR (Ser2448)	CST	5536T	1:500
AKT (C67E7)	CST	4691T	1:500
Phospho-Akt (Ser473)	CST	9271T	1:250
Phospho-RPS6 (Ser235/236)	CST	4858T	1:500
Phospho-GSK-3β (Ser9)	CST	5558T	1:500
β-actin (E4D9Z)	CST	58169S	1:1,000
Phospho-4E-BP1 (Thr37/46)	CST	2855T	1:250
Phospho-Erk1/2 (Thr202/Tyr204)	CST	4370S	1:1,000
Anti-rabbit HRP 2nd antibody	CST	7074S	1:2,000
Anti-mouse HRP 2nd antibody	CST	7076P2	1:2,000

### iMG proliferation assay

iMG were plated in cell carrier ultra 96-well plate (PerkinElmer, 6055302) at a density of 25,000 cells per well and equilibrated for 72 hours in IMDM media (Thermo Fisher Scientific, 12440061) containing 10% FBS (Hyclone, SH30071.03), 20 ng ml^−1^ of granulocyte-macrophage colony-stimulating factor (GM-CSF), 20 ng ml^−1^ of IL-3 and 20 ng ml^−1^ of M-CSF. Cells were dosed with 100 nM antibody prepared in reduced cytokine media containing 10% FBS (Cytiva, SH30071.03), 5 ng ml^−1^ of GM-CSF, 5 ng ml^−1^ of IL-34 and 5 ng ml^−1^ of CSF1. Twenty nM mTOR kinase inhibitor AZD8055 (AZD, Selleck Chemicals, S1555) was dosed with antibody. Forty-eight hours after treatment, 20 µM EdU was added, and cells were treated for 96 hours before being fixed by 4% PFA at room temperature for 10 minutes and stained with EdU labeling kit (Thermo Fisher Scientific, C10637), DAPI (Thermo Fisher Scientific, 62248) and cell mask (Thermo Fisher Scientific, H32721). Fluorescent images were collected on Opera Phenix High-Content Imaging system equipped with a ×20 water lens (NA = 1.0). A total of nine fields per well were collected using three-step z-planes separated by 2 μm. Total cell count was measured by counting DAPI^+^ nuclei using the ‘find nuclei’ function of Harmony software (PerkinElmer, version 4.9). EdU^+^ nuclei were quantified from the 488 channel, and frequency was calculated by normalizing to total DAPI^+^ nuclei.

### CSF1R detection assay

CSF1R levels in brain homogenates and CSF were quantified using a commercial ELISA assay (Abcam, ab240681). Brain homogenates were diluted 40-fold, and CSF was diluted 50-fold in NS diluent buffer supplied from the kit. Samples were assessed in duplicate wells, and the average reading was taken as the CSF1R protein level for that sample.

### Ex vivo phagocytosis assay

Mice were taken down 2 days after antibody dosing, and brains were dissected after PBS perfusion and dissociated with the Adult Brain Dissociation Kit (Miltenyi Biotec, 130-107-677), according to the manufacturer’s protocol. Microglia number was measured by FACS using CountBright Absolute Counting Beads (Invitrogen, C36950) and diluted to 500 microglia per µl in DPBS + 0.5% BSA. The resulting cell suspension was mixed with pHrodo-green labeled myelin (50 µg ml^−1^ in DPBS + 0.5% BSA) or FAM-Aβ (200 nM in DPBS + 0.5% BSA) and incubated at 37 °C for 45 minutes with gentle mixing. Cell suspensions were washed and stained with the following antibodies in FACS buffer (1% fatty acid-free BSA and 1 mM EDTA in PBS) for 25 minutes on ice: CD11b-BV421 (BioLegend, 101251) and mouse Fc blocker (anti-mouse CD16/32, BioLegend, 101320). Cells were washed with FACS buffer, resuspended in FACS buffer with propidium iodide (Miltenyi Biotec, 130-93-233), strained through a 100-μm filter and then analyzed on a flow cytometer (BD FACSAria III). FCS files were then imported and analyzed in FlowJo software (version 10).The percentage of myelin^+^ microglia (pHrodo-green^+^, CD11b^+^) and Aβ^+^ microglia (FAM^+^, CD11b^+^) in the total CD11b^+^ microglial population was calculated. See Supplementary Methods for details on myelin debris and Aβ fibril preparation and fluorescent labeling.

### In vitro iMG lipid storage assay

iMG (30,000 cells per well) were plated on PDL-coated 96-well plates in microglia differentiation media. After 24 hours at 37 °C, media containing 15 µg ml^−1^ of purified unlabeled myelin^71^ was added (see Supplementary Methods for details). After 24 hours at 37 °C, media was exchanged for media containing 100 nM ATV:TREM2 or ATV:ISO antibody and incubated for another 48 hours at 37 °C before imaging BODIPY staining or lipidomics extractions. For BODIPY imaging, cells were incubated at 37 °C for 30 minutes in live cell imaging buffer (Life Technologies, A14291DJ) containing 1 µM BODIPY 493/503 (Thermo Fisher Scientific, D3922) and 1 drop per milliliter of NucBlue (Thermo Fisher Scientific, R37605). Cells were fixed in 4% PFA and imaged using Alexa Fluor 488 and DAPI on an Opera Phenix High-Content confocal imager. Lipid spots were analyzed using a spot-finding algorithm on Harmony software.

For lipidomic analysis, cells were washed once with PBS on ice. Then, 100 µl of a 9:1 methanol:water solution containing 2 µl of internal standard mixture was added to the cells. The plate was agitated on a shaker at 4 °C and 1,200 r.p.m. for 20 minutes and centrifuged for 5 minutes at 300*g*. A sample of supernatant was transferred to LC–MS vials and kept at −80 °C. See Supplementary Methods for details LC–MS analysis.

### Seahorse detection of cellular respiration

iMG (20,000 cells per well) were seeded on a PDL-coated 96-well Agilent Seahorse XF Cell Culture microplate in media. For the fatty acid oxidation studies, 3 days before assay, media replaced with substrate-limited media comprised of XF DMEM, 1% FBS, 0.5 mM glucose, 1 mM glutamine and 0.5 mM carnitine. Antibodies were added to cells for a final concentration of 100 nM and incubated for 3 days. Cells were washed twice, and antibody was re-added to the washed cells to a final concentration of 100 nM. Cells were imaged using bright-field microscopy to obtain cell counts for normalization. Cells were then incubated for 1 hour in a non-CO_2_ incubator. Ports on the sensor plate were filled according to the XF Long Chain Fatty Acid Oxidation Stress Kit or XF Glucose Oxidation Kit, and cells were subjected to sequential injections of oligomycin (final concentration 1.5 µM), FCCP (2-[2-[4-(trifluoromethoxy)phenyl]hydrazinylidene]-propanedinitrile) (2 µM for fatty acid oxidation and 1.5 µM for glucose oxidation) and rotenone/antimycin A (0.5 µM each). In experiments using inhibitors, etomoxir or UK5099 were added in port A at 4 µM or 3 µM, respectively. Data were analyzed using the Agilent Seahorse Analytics online software to generate kinetic curves and calculate maximal respiration and spare capacity.

### PET imaging study

On day 0, 5–6-month-old WT;hTREM2 tg;TfR^mu/hu^ mice and 4.5-months-old 5×FAD;hTREM2 tg;TfR^mu/hu^ mice (*n* = 6 each) were IP injected with ATV:TREM2 or an isotype control antibody at 14 mg kg^−1^ and 10 mg kg^−1^, respectively. Mice were subjected to either TSPO-PET or FDG-PET imaging 24 hours after dose. Microglia activation and brain glucose metabolism were followed longitudinally with further PET scans on days 4 and 8 after antibody administration. Male and female mice were distributed evenly among both antibody treatment and PET imaging groups. See Supplementary Methods for details on PET imaging procedures and quantification.

### Statistics and reproducibility

All statistical analyses were run in GraphPad Prism 9 or R Studio (version 1.4.1717). Data are presented as mean ± s.e.m. with raw dot plots. The number of animals, cells, imaging fields, experiment replicates and statistical tests are indicated in the figure legends. All in vitro data are from at least three independent experiments. The samples were not blinded during initial study planning to ensure that the number of groups of mice were randomized and balanced, and age and sex were matched. RNA-seq datasets were not blinded for analysis. Image analysis and ex vivo assays were performed in a blinded fashion. In vitro studies were performed unblinded. The PET imaging analysis was not blinded; however, we used an automated pipeline^72,73^ such that the operator cannot influence/bias the results because the co-registration and the voi extraction is a defined procedure.

All statistical analyses performed were two-tailed. Data normality was examined by the Shapiro–Wilk test. *F*-test or Brown–Forsythe test was used to assess data homoscedasticity. If data meet statistical assumptions, unpaired *t*-test, paired *t*-test, Dunnett’s multiple comparisons test, Tukey’s multiple comparisons test or multiple *t*-test was used depending on data groups. For non-parametric statistics, unpaired *t-*test with Welch’s correction test or Kruskal–Wallis test was used. Data with normal distribution but unequal variance were assessed with Mann–Whitney test or Brown–Forsythe and Welch’s ANOVA test. Statistical *P* values are shown on graphs denoted with ‘*P* = ’.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-022-01240-0.

## Supplementary information

Supplementary Information Supplementary Tables 1–3; Extended Data Figs. 1–8; Supplementary Figs. 1–4; Supplementary Materials and Methods; and References

Reporting Summary

Supplementary Table 1 Supplementary Tables 4–6

## Data Availability

The raw and processed bulk/scRNA-seq data have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) and are accessible through GEO SuperSeries accession numberGSE200276. This SuperSeries is composed of three individual series: GSE199154, GSE198987 and GSE200275. Raw and processed files for the AD model scRNA-seq study are accessible through GEO accession number GSE209912. The metabolomics data were uploaded to the MetaboLights repository with study ID MTBLS6543. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Unprocessed western blots
Source Data Fig. 2 Unprocessed western blots
Source Data Fig. 3 Unprocessed western blots

# Supplementary material for: A TREM2-activating antibody with a blood–brain barrier transport vehicle enhances microglial metabolism in Alzheimer’s disease models
**Source:** Nat Neurosci. 2023 Jan 12;26(3):416–29. doi: 10.1038/s41593-022-01240-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ImageStudioLite software (Li-COR, Version 5.2.5), EnVision Workstation software (Perkin Elmer, Version #1.14.3049.528), Opera Phenix High Content Imager Harmony software (Perkin Elmer, Version v5.1.2167.302), MSD software (Methodical Mind, V1.0.38),Zeiss Axioscan.Z1 slide scanner (ZEN blue v3.5.093.00005, Carl Zeiss Microscopy), spinning disc confocal microscope (Zeiss AxioObserver Z1, Carl Zeiss Microscopy, ZEN blue v2.6.18299.3), canning confocal microscope (Leica SP8; Leica Microsystems, Inc, Leica Application Suite X v3.5.7.23225), flow cytometer Canto/Aria III (BD FACSDiva software V9.0), Tera-Tomo 3D (Mediso Ltd, Hungary).                                                                                                                 |
| Data analysis   | Prism Version 9.3.1 (350), R Studio (Version 1.4.1717), Python (Version 3.10.8), STAR v2.7.1a, scRNAseq Seraut (Version 4),Bulk RNAseq RNAseq: Bioconductor (version 3.13),Cell Ranger (v7.0.0 for WT study; v6.1.1 for AD study), Imaris (Bitplane, V9.9.1), PMOD (V3.5, PMOD technologies, Switzerland). All of the code used to process and analyze these data are made available via GitHub: <a href="https://github.com/denalitherapeutics/Lengerich_natneuro_2022">https://github.com/denalitherapeutics/Lengerich_natneuro_2022</a> . R packages used are listed via Github here: <a href="https://github.com/denalitherapeutics/Lengerich_natneuro_2022/blob/main/renv.lock">https://github.com/denalitherapeutics/Lengerich_natneuro_2022/blob/main/renv.lock</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed single-cell/bulk RNA-seq data have been deposited at the NCBI GEO repository under accession numbers: GSE198987, GSE199154, GSE200275, and GSE209912. The metabolomics data have been uploaded to the MetaboLights repository with study ID MTBLS6543.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample sizes were chosen as standard in the field (Schlepckow et al., EMBO 2020). For in vivo study, sample size "n" represents the number of animals used. For in vitro study, sample size "n" represents the number of independent experiments performed.                                                                                                                                                                                                                                          |
| Data exclusions | No data were excluded from the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | The exact number of repetitions (individual data points from each cells and/or animal) are indicated in figures or figure legends. For in vitro experiments, at least 3 independent experiments were performed as biological replication. All replication were successful.                                                                                                                                                                                                                                                                                         |
| Randomization   | For in vivo experiments, animals/samples were randomized before drug treatment to cover sex/genotype/drugs/etc for balancing potential batch effects. No randomization was performed for in vitro studies.                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | The samples were not blinded during initial study planning to ensure that the number of groups of mice were randomized and balanced, while age and sex matched. RNAseq datasets were not blinded for analysis. Image analysis and ex-vivo assays were performed in a blinded fashion. In vitro studies were performed unblinded. The PET imaging analysis was not blinded, however we used an automated pipeline <sup>72,73</sup> such that the operator cannot influence/bias the results since the coregistration and the voi extraction is a defined procedure. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

ATV:TREM2, anti-TREM2, monovalent versions thereof, ATV:4D9, anti-4D9, and isotype controls were produced at Denali according to Materials and Methods. Commercial Antibody used are listed below: Name Application Dilution Source Cat# Clone  
 mTOR (7C10) WB 1/500 CST 2983T 7C10  
 Phospho-mTOR (Ser2448) WB 1/500 CST 5536T D9C2  
 Phospho-Akt (Ser473) WB 1/250 CST 9271T Polyclonal

AKT WB 1/500 CST 4691T C67E7  
 Phospho-RPS6 (Ser235/236) WB 1/500 CST 4858T D57.2.2E  
 Phospho-GSK-3 $\beta$  (Ser9) WB 1/500 CST 5558T D85E12  
 $\beta$ -Actin WB 1/1000 CST 58169S E4D9Z  
 Phospho-4E-BP1 (Thr37/46) WB 1/500 CST 2855T 236B4  
 Phospho-Erk1/2 (Thr202/Tyr204) WB 1/1000 CST 4370S D13.14.4E  
 TREM2 WB, IP, ICC 1/500 R and D systems AF1828 Polyclonal  
 CD31 WB 1/500 CST 77699 D8V9E  
 GAPDH WB 1/500 Abcam Ab181603 EPR16884  
 CLDN5 WB 1/500 Invitrogen 35-2500 4C3C2  
 normal goat IgG (R&D, AB-108-C) IP IgG control 2 ug per 400-500 ug lysate R and D systems AB-108-C Polyclonal  
 Tfr\_DNLI\_#1 IP NA Denali Therapeutics NA DC0002  
 Tfr\_DNLI\_#2 Tfr blocking NA Denali Therapeutics NA DC0637  
 Tfr ICC, WB 1/250 Thermofisher 13-6800 H68.4  
 EEA1 ICC 1/250 BD Biosciences 610457 14  
 phospho-Syk (Tyr525/526) ICC 1/250 CST 2710 C87C1  
 CD11b-BV421 FACS 1/100 BioLegend 101251, 101235 M1/70  
 CD45-APC FACS 1/100 BD Biosciences 559864 30-F11  
 anti-mouse CD16/32 FACS 1/20 BioLegend 101320 93  
 Axl IHC 1/25 R and D systems AF854 Polyclonal  
 Iba1\_guinea pig IHC 1/500 Synaptic Systems HS-234 308 Gp311H9  
 Iba1\_goat IHC 1/500 Novus NB100-1028 Polyclonal  
 Iba1\_rabbit IHC 1/500 abcam ab178847 monoclonal  
 CD74 IHC 1/500 abcam ab245692 In-1  
 donkey anti-human IgG ELISA 1 ug/mL Jackson ImmunoResearch 709-006-098 Polyclonal  
 HRP conjugated goat anti-human IgG ELISA 0.02 ug/mL Jackson ImmunoResearch 109-036-098 Polyclonal  
 biotinylated anti-human TREM2 polyclonal antibody MSD 1 ug/mL R and D systems BAF1828 Polyclonal  
 biotinylated anti-mouse TREM2 polyclonal antibody (R&D Systems BAF1828 for human, BAF1729 for mouse MSD 1 ug/mL R and D systems BAF1729 Polyclonal  
 anti-mouse transferrin receptor antibody kit MSD capture.ab=0.125 ug/mL; detector.ab= 0.25 ug/mL Abcam ab256631 monoclonal

## Validation

All Denali antibodies were characterized as described in the manuscript for specificity and binding by biacore and FACS-based cell binding using KO cell lines and overexpression cell lines (See Extended data figure 3, Table 1).  
 Commercial antibodies were validated by suppliers as shown below: Antibody Validation\_link  
 mTOR (7C10) <https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983>  
 Phospho-mTOR (Ser2448) [https://www.cellsignal.com/products/primary-antibodies/phospho-mtor-ser2448-d9c2-xp-rabbit-mab/5536?site-search-type=Products&N=4294956287&Ntt=5536t&fromPage=plp&\\_requestid=3313777](https://www.cellsignal.com/products/primary-antibodies/phospho-mtor-ser2448-d9c2-xp-rabbit-mab/5536?site-search-type=Products&N=4294956287&Ntt=5536t&fromPage=plp&_requestid=3313777)  
 Phospho-Akt (Ser473) [https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271?site-search-type=Products&N=4294956287&Ntt=9271t&fromPage=plp&\\_requestid=3313824](https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271?site-search-type=Products&N=4294956287&Ntt=9271t&fromPage=plp&_requestid=3313824)  
 AKT [https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?site-search-type=Products&N=4294956287&Ntt=4691t&fromPage=plp&\\_requestid=3325825](https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?site-search-type=Products&N=4294956287&Ntt=4691t&fromPage=plp&_requestid=3325825)  
 Phospho-RPS6 (Ser235/236) [https://www.cellsignal.com/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab/4858?site-search-type=Products&N=4294956287&Ntt=4858t&fromPage=plp&\\_requestid=3314019](https://www.cellsignal.com/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab/4858?site-search-type=Products&N=4294956287&Ntt=4858t&fromPage=plp&_requestid=3314019)  
 Phospho-GSK-3 $\beta$  (Ser9) [https://www.cellsignal.com/products/primary-antibodies/phospho-gsk-3b-ser9-d85e12-xp-rabbit-mab/5558?site-search-type=Products&N=4294956287&Ntt=5558t&fromPage=plp&\\_requestid=3314040](https://www.cellsignal.com/products/primary-antibodies/phospho-gsk-3b-ser9-d85e12-xp-rabbit-mab/5558?site-search-type=Products&N=4294956287&Ntt=5558t&fromPage=plp&_requestid=3314040)  
 $\beta$ -Actin [https://www.cellsignal.com/products/primary-antibodies/b-actin-e4d9z-mouse-mab/58169?site-search-type=Products&N=4294956287&Ntt=58169s&fromPage=plp&\\_requestid=3314118](https://www.cellsignal.com/products/primary-antibodies/b-actin-e4d9z-mouse-mab/58169?site-search-type=Products&N=4294956287&Ntt=58169s&fromPage=plp&_requestid=3314118)  
 Phospho-4E-BP1 (Thr37/46) [https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855?site-search-type=Products&N=4294956287&Ntt=2855t&fromPage=plp&\\_requestid=3314156](https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855?site-search-type=Products&N=4294956287&Ntt=2855t&fromPage=plp&_requestid=3314156)  
 Phospho-Erk1/2 (Thr202/Tyr204) [https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370?site-search-type=Products&N=4294956287&Ntt=4370s&fromPage=plp&\\_requestid=3318000](https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370?site-search-type=Products&N=4294956287&Ntt=4370s&fromPage=plp&_requestid=3318000)  
 TREM2 [https://www.rndsystems.com/products/human-trem2-antibody\\_af1828](https://www.rndsystems.com/products/human-trem2-antibody_af1828)  
 CD31 <https://www.cellsignal.com/products/primary-antibodies/cd31-pecan-1-d8v9e-xp-rabbit-mab/77699>  
 GAPDH <https://www.abcam.com/gapdh-antibody-epr16884-loading-control-ab181603.html>  
 CLDN5 <https://www.thermofisher.com/antibody/product/Claudin-5-Antibody-clone-4C3C2-Monoclonal/35-2500>  
 normal goat IgG (R&D, AB-108-C) [https://www.rndsystems.com/products/normal-goat-igg-control\\_ab-108-c](https://www.rndsystems.com/products/normal-goat-igg-control_ab-108-c)  
 Tfr\_DNLI\_#1 [https://www.science.org/doi/10.1126/scitranslmed.aay1359?url\\_ver=Z39.88-2003&rfr\\_id=ori:rid:crossref.org&rfr\\_dat=cr\\_pub%20%200pubmed](https://www.science.org/doi/10.1126/scitranslmed.aay1359?url_ver=Z39.88-2003&rfr_id=ori:rid:crossref.org&rfr_dat=cr_pub%20%200pubmed)  
 Tfr\_DNLI\_#2 [https://www.science.org/doi/10.1126/scitranslmed.aay1359?url\\_ver=Z39.88-2003&rfr\\_id=ori:rid:crossref.org&rfr\\_dat=cr\\_pub%20%200pubmed](https://www.science.org/doi/10.1126/scitranslmed.aay1359?url_ver=Z39.88-2003&rfr_id=ori:rid:crossref.org&rfr_dat=cr_pub%20%200pubmed)  
 Tfr <https://www.thermofisher.com/antibody/product/Transferrin-Receptor-Antibody-clone-H68-4-Monoclonal/13-6800>  
 EEA1 <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-eea1.610457>  
 phospho-Syk (Tyr525/526) <https://www.cellsignal.com/products/primary-antibodies/phospho-syk-tyr525-526-c87c1-rabbit-mab/2710>  
 CD11b-BV421 <https://www.citeab.com/antibodies/2082933-101251-brilliant-violet-421-anti-mouse-human-cd11b>  
 CD45-APC <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd45.559864>  
 anti-mouse CD16/32 <https://www.biolegend.com/en-us/punchout/search-results/trustain-fcx-anti-mouse-cd16-32-antibody-5683?GroupID=BLG9237>  
 Axl [https://www.rndsystems.com/products/mouse-axl-antibody\\_af854?gclid=Cj0KQCI4A0ybBhCzARIsAlcf9nmYA1ndIvOzmw91Qy2ga\\_a4D\\_VN3XomInOEd8lq8SERFV0Y7Ou2PsaAl4eEALw\\_wcB&gclsrc=aw.ds](https://www.rndsystems.com/products/mouse-axl-antibody_af854?gclid=Cj0KQCI4A0ybBhCzARIsAlcf9nmYA1ndIvOzmw91Qy2ga_a4D_VN3XomInOEd8lq8SERFV0Y7Ou2PsaAl4eEALw_wcB&gclsrc=aw.ds)  
 Iba1\_guinea pig <https://www.sysy.com/product/HS-234308>  
 Iba1\_goat [https://www.novusbio.com/products/aif-1-iba1-antibody\\_nb100-1028](https://www.novusbio.com/products/aif-1-iba1-antibody_nb100-1028)  
 Iba1\_rabbit <https://www.abcam.com/iba1-antibody-epr16589-ab178847.html>

CD74 <https://www.abcam.com/cd74-antibody-in-1-ab245692.html>  
 donkey anti-human IgG <https://www.jacksonimmuno.com/catalog/products/709-006-098>  
 HRP conjugated goat anti-human IgG <https://www.jacksonimmuno.com/catalog/products/109-036-098>  
 biotinylated anti-human TREM2 polyclonal antibody [https://www.rndsystems.com/products/human-trem2-biotinylated-antibody\\_baf1828](https://www.rndsystems.com/products/human-trem2-biotinylated-antibody_baf1828)  
 biotinylated anti-mouse TREM2 polyclonal antibody (R&D Systems BAF1828 for human, BAF1729 for mouse [https://www.rndsystems.com/products/mouse-trem2-biotinylated-antibody\\_baf1729](https://www.rndsystems.com/products/mouse-trem2-biotinylated-antibody_baf1729)  
 anti-mouse transferrin receptor antibody kit <https://www.abcam.com/mouse-transferrin-receptor-antibody-pair-bsa-and-azide-free-ab256631.html>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                           |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293 (RRID:CVCL_0045); iPSC1 (RRID:CVCL_D086); Expi293F (RRID:CVCL_D615)                |
| Authentication                                                       | Cell lines were not authenticated, but TREM2 expression was regularly validated.          |
| Mycoplasma contamination                                             | Confirmed negative for mycoplasma in house.                                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | These cell lines were not listed in the commonly misidentified lines from ICLAC registry. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The genotype, age and sex information of mouse models used in this study are summarized in Supplementary Table 2. Mice are maintained on C57BL/6J genetic background. Mouse husbandry and experimental procedures were approved by Denali Institutional Animal Care and Use Committee. All animal experiments at DZNE were performed in accordance with animal-handling laws of the state of Bavaria (Germany). Housing conditions included standard pellet food and water provided ad libitum, a 12-h light–dark cycle at temperature of 22°C with maximal 5 mice per cage and cage replacement once per week with regular health monitoring. Animals used in this study: WT; TfRmu/hu mice, mixed sex, from 2 to 8 months of age; WT; AppSAA; TfRmu/hu mice, male, 8 months; hTREM2 tg; TfRmu/hu mice, mixed sex, from 3 to 6 months of age; 5xFAD; hTREM2 tg; TfRmu/hu, mixed sex, 4.5 months. Female Lewis rats at 8 weeks of age were purchased from Charles River Laboratories (Strain Code 004) for antibody discovery for the TREM2 campaign. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | Denali Institutional Animal Care and Use Committee                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Ex vivo phagocytosis: Mice were taken down two days post antibody treatment and brain was dissected out after PBS perfusion for single cell dissociation by the Adult Brain Dissociation Kit (Miltenyi Biotec, 130-107-677), according to the manufacturer's protocol. Microglia number was measured by FACS using CountBright Absolute Counting Beads (Invitrogen, C36950) and samples were diluted to 500 microglia/ul in DPBS+0.5%BSA. 100ul of the resulting cell suspension was then mixed with 100ul of pHrodo-green labeled myelin (50ug/ml in DPBS+0.5%BSA) or FAM-Abeta (200 nM in DPBS + 0.5% BSA) and incubated at 37°C for 45min with occasional gentle mixing. Cell suspensions were then washed and stained with the following antibodies in FACS buffer (1% fatty acid-free BSA and 1mM EDTA in PBS) for 25 minutes on ice: CD11b-BV421 (BioLegend, 101251) and Mouse Fc blocker (anti-mouse CD16/32, BioLegend, 101320). Cells were washed with FACS buffer, resuspended in FACS buffer with Propidium Iodide (Miltenyi, 130-93-233) and strained through a 100 µm filter before flow cytometry analysis on a BD FACS ARIA III. The percentage of myelin positive microglia (pHrodo-green+, CD11b+) and Abeta positive microglia (FAM+, CD11b+) in the total CD11b+ microglial population was calculated. |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                       |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | BD FACSCanto II and BD FACS ARIA III, San Jose, CA                                                                                                                                                                                                                    |
| Software                  | FlowJo                                                                                                                                                                                                                                                                |
| Cell population abundance | Cell populations evaluated are not rare                                                                                                                                                                                                                               |
| Gating strategy           | Single cells were separated from debris by FSC and SSC characteristics. Live microglia were identified as a population of CD11b+ and Propidium Iodide-low cells. pHrodo-myelin or FAM-Abeta uptake was then quantified in 20,000 microglia recorded from each sample. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

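Brain microglia of 20 mice were analysed, 4 in each of 5 groups: WT;TfRmu/hu mice given ATV:ISO or ATV:4D9, and AppSAA;TfRmu/hu mice given ATV:ISO, 4D9 or ATV:4D9. The mice were sampled 1 day after 10 mg kg−1. The reporting summary lists WT;TfRmu/hu mice as of mixed sex and has an entry that names WT, AppSAA and TfRmu/hu together, for male mice aged 8 months. Whether that entry covers the WT;TfRmu/hu mice of this experiment is unclear. In the deposited annotation, 1 WT;TfRmu/hu mouse given ATV:ISO is recorded as female. The deposited label of the isotype arm, ATV-DNP02, was read as ATV:ISO, which no deposited text states. Each of 4 pools held 1 mouse of every group, according to the deposited labels. Deviations from the group means correlated between mice of a pool in all 40 pairs (0.143 to 0.607), so the pool pairs the mice. The paper gives a sort for live CD11b+ cells. The deposited texts disagree on the sort, with CD45 named in 1 of them, and on the tissue, cortex or cortex and hippocampus. According to the methods and the reporting summary, the authors aligned reads to mm10 with Cell Ranger version 6.1.1, assigned cells to mice by CellPlex tags, and integrated and clustered the cells with Seurat version 4. Which cells and genes were removed is not stated in the text available here. The deposited matrix holds UMI counts without normalization. It was checked that the counts of each cell sum to the deposited UMI total in all 74758 cells and that the number of genes with a UMI and the mitochondrial percentage match too, the latter within 1e-06. Of 19737 genes, 19435 had at least 1 UMI. The annotation also gives each cell's mouse, group, pool, recorded sex and cluster at resolutions 0.2 (6 clusters) and 0.4 (9 clusters), without cluster names.

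Every deposited cell was kept. In 16 cells (0.0214%) the markers of another cell type held more UMIs than 6 microglial markers, so all cells were taken as microglia. There were 92 cells with fewer than 1000 UMIs and 7141 cells (9.55%) with more than 25000 UMIs. The coarser clustering was used, a choice made after the annotation was seen. Deposited clusters 0 and 3 were merged as homeostatic by a list of 14 homeostatic genes, whose median log2 ratio to the other cells was -0.59, -0.17, -0.25 and -0.38 in deposited clusters 1, 2, 4 and 5. Deposited cluster 3 was also the cluster highest in immediate early genes (1.52). UMIs were summed per mouse, and per mouse and cluster where at least 20 cells were present. The cluster sums held 105 to 3378 cells for the homeostatic clusters, 21 to 2269 for deposited cluster 1, 23 to 2186 for deposited cluster 2, 26 to 1862 for deposited cluster 4 and 31 to 1071 for deposited cluster 5.

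Expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested, called at 0.05). All 5 groups entered a single fit, as did all clusters. The fit for groups had no term for the pool, which was tried as a block among the alternatives. Contrasts of groups covered 14058 genes and contrasts of clusters 11251 genes. The median log2 fold change over all tested genes lay between -0.06 and 0.04 in every contrast. Fold changes are relative to the other genes and do not measure UMIs per cell, which differed between groups and clusters. The genes named at each claim are those whose symbols the paper prints for this experiment, 54 in all and not all at each claim. They also include the 5 called genes with the largest rise and the 5 with the largest fall, among genes with a mean CPM of at least 10 and no overlap between the 2 groups of mice. Further symbols served as checks of the labels. The paper's printed genes were known before the data were examined and were chosen by the study partly on these mice.

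Gene lists were tested with camera from limma 3.58.1 (inter-gene correlation 0.01, log2 CPM with a prior count of 2), with fry as the check. There were 14 lists: homeostatic, DAM, interferon, MHC, cell cycle, glycolysis, nuclear and mitochondrially encoded oxidative phosphorylation, citric acid cycle, fatty acid oxidation, cholesterol synthesis, Myc and nucleolar, TNF and NF-kB, and immediate early genes. The lists, the tests and most alternatives were fixed before the data were examined. Adjustment covered the lists and contrasts planned then, and separately those added later, which are the genotype by treatment interaction of the lists and the comparisons of clusters with deposited cluster 1. The paper prints 25 of the 30 DAM genes, 7 of the 8 MHC genes, 6 of the 21 interferon genes, 5 of the 14 homeostatic genes, 5 of the 33 cell cycle genes, 3 of the 19 glycolysis genes and 1 of the 96 nuclear oxidative phosphorylation genes. The hallmark sets named in the paper were not available, and Reactome sets shipped with fgsea 1.28.0 served as an alternative for 8 lists.

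Shares of clusters, the Shannon index and the median UMIs per cell were computed for each mouse and compared by two-sided exact permutation tests of 4 mice against 4, which allow no p below 0.0286. Adjustment covered 25 share comparisons and 5 comparisons each for the index and for the UMIs. On simulated counts with the observed spread, the test of 4D9 against ATV:ISO called 82% of genes changed 2-fold and 57% of genes changed 1.5-fold. In that simulation 8.55% of the calls were genes left unchanged. Between deposited cluster 2 and the homeostatic clusters it called 98% and 85%, with 2.66% of the calls unchanged. Each simulation of genes changed 200 genes, so its percentages do not carry over to comparisons that call most genes. A simulated list shifted by 0.50 on the log2 scale was called with camera, and 0 of 20 unshifted lists were.

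The alternatives were RLE size factors, no filter on low counts, limma-voom (the pipeline the paper names), DESeq2 1.42.0, the pool or the mouse as a block, only the groups compared, cells of at least 1000 UMIs, all mice thinned to the smallest total, sums of at least 50 cells, each mouse or pool left out in turn, fry, Reactome sets, pooled cells, limma on logit shares (pseudocount 0.5) and the inverse Simpson index. Alternatives added after the data were seen were the finer clustering, cells of at most 25000 UMIs, deposited cluster 0 alone as baseline, AppSAA;TfRmu/hu mice alone, UMIs without deposited cluster 4, merged homeostatic clusters for the index, the sex-linked genes left out, the changes within pools for the interaction, the alternatives for the difference between genotypes in diversity, the exact tests of 3 against 4 mice with each mouse left out, the UMIs within deposited cluster 0 or 3 alone and in cells without a UMI of the cell cycle list, genes called within deposited cluster 0 or 3 alone, and swaps within pools for the correlation of 4D9 with ATV:4D9. Shares, permutation tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene positions are from the GENCODE annotation of GRCm38. The WT;TfRmu/hu time course has no files here, so nothing is given for its later days.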

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

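Of the tests in this part, the comparison of UMIs within pools, the comparison of the share of deposited cluster 5 within pools, the UMIs in all subsets of cells but the homeostatic clusters, the comparison of cell numbers within pools and the test of the interaction on changes within pools were chosen after the result was seen.

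In each group of 4 mice, 61 measures were checked for a mouse far from the other 3 by Dixon's test of the gap to the nearest mouse. Of 305 groups, 22 had such a mouse, where chance gives about 1 in 20 groups, or 15.25. Among gene lists (mean log2 CPM) these were the cholesterol synthesis list in AppSAA;TfRmu/hu ATV:ISO replicate 2 (3.95), the Myc and nucleolar list in AppSAA;TfRmu/hu ATV:4D9 replicate 1 (7.76) and the immediate early list in WT;TfRmu/hu ATV:ISO replicate 2 (8.52). Among single genes, in CPM (counts scaled to the TMM-adjusted total of the mouse), WT;TfRmu/hu ATV:4D9 mice stood apart for Bank1 (replicate 1, 21.5), Cdc6 (replicate 4, 28.5), Clec7a (replicate 2, 57.5), Cxcl10 (replicate 2, 1074) and Cxcl11 (replicate 2, 30.3). AppSAA;TfRmu/hu 4D9 mice did so for Cdc6 (replicate 3, 1.31), Clec7a (replicate 3, 419.9), Cst7 (replicate 4, 1518.5) and Eif2s3y (replicate 4, 51.1). Others were Cox5a in AppSAA;TfRmu/hu ATV:4D9 replicate 1 (417), Gm43305 in AppSAA;TfRmu/hu ATV:ISO replicate 4 (15.9) and Itgax in WT;TfRmu/hu ATV:ISO replicate 1 (12.7). Apart from the sex-linked genes below, no explanation of these single mice was tested.

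WT;TfRmu/hu ATV:ISO replicate 4 had 1305 CPM of Xist, against at most 7.85 in the other 19 mice, and low Ddx3y (5.46) and Eif2s3y (2.93). The deposited annotation records this mouse as female. The reporting summary lists WT;TfRmu/hu mice as of mixed sex and has an entry that names WT, AppSAA and TfRmu/hu together, for male mice. Whether that entry covers the WT;TfRmu/hu mice of this experiment is unclear, and if it does, a female mouse departs from the stated design. If male cells of another mouse made up its count, its Y-linked counts would be near those of the others, but they were 7.65% of the median of the other mice (11.1 against 145 CPM). A female mouse, as recorded, stays open as the biological explanation. With Xist and the Y-linked genes left out, or without this mouse, the counts of called genes stayed within the ranges given for the alternatives.

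The 4 male mice that shared pool 4 with this female also stood apart for Xist, at 6.39 (WT;TfRmu/hu ATV:4D9), 6.79 (AppSAA;TfRmu/hu ATV:ISO), 7.85 (AppSAA;TfRmu/hu 4D9) and 6.69 (AppSAA;TfRmu/hu ATV:4D9) CPM. The pattern follows the pool and not the group, and the design gives no biological explanation. Of the 2011 Xist UMIs in their 18640 cells, 60.7% lay 1 or 2 to a cell, which is consistent with free RNA of the female mouse spread over the pool. A further 36.9% lay in 66 cells with at least 5 Xist UMIs, 58 of which also had a Y-linked UMI. Cells of the female mouse under male labels, or droplets that mixed cells, therefore leave most of the Xist UMIs unexplained but stay open for those 66 cells. At least 1 Xist UMI was found in 6.61% of these male cells, against 0.203% of cells in the other pools and 97.7% of the female's cells.

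The response to ATV:4D9 differed between genotypes in a direct test of the difference (interaction term in edgeR), with 1285 genes called, 533 with a larger and 752 with a smaller log2 fold change in AppSAA;TfRmu/hu mice. With the pool as a block, 2377 were larger and 1907 smaller, so the balance of directions depends on the fit. By camera, the difference in response (median log2 fold change) was 0.23 for the homeostatic list, 0.63 for interferon, -0.70 for DAM, -0.98 for MHC, -0.86 for cell cycle, -0.60 for glycolysis, -0.29 for nuclear and -0.38 for mitochondrially encoded oxidative phosphorylation, -0.58 for cholesterol synthesis and -0.30 for the Myc and nucleolar list. Of these 10, fry called 6 and did not call MHC, both oxidative phosphorylation lists or the Myc and nucleolar list. Without replicate 1, camera did not call MHC (-0.95, adjusted p = 0.115), nor did it with the Reactome set (0.018, adjusted p = 0.296). A difference in depth does not account for the whole count, since 1084 genes were called with every mouse thinned to the smallest total. A difference between pools does not either, since 4284 genes, including all 1285, were called with the pool as a block. In 60 splits of the genotypes drawn without regard to the pools, 1 split, the real one, gave as many. In a separate draw of 36 splits that kept a mouse of each pool on either side, 3 did, the real one included. The other 2, with 1463 and 2224 genes, swapped the genotypes of all ATV:ISO mice, so that the difference between the genotypes entered the interaction, and these draws leave chance open. The changes within pools, which do not carry that difference, were therefore split as well. With limma, 2683 genes were called between the 4 changes of each genotype, 1370 larger and 1313 smaller in AppSAA;TfRmu/hu mice and 1215 of them among the 1285. Chance can be excluded for this count, over 35 splits. The AppSAA;TfRmu/hu mice had higher DAM, MHC and cholesterol synthesis values under ATV:ISO, so a higher baseline may by itself leave less room for a rise, which was not tested. The cell cycle, glycolysis, both oxidative phosphorylation and the Myc and nucleolar lists were higher there too. The interferon list was also higher there, by a median of 0.78 (camera, adjusted p = 1.04e-08), yet had the larger response, which goes the other way. The Reactome interferon set was not called there (0.19, adjusted p = 0.609). The genotype stays open as the biological explanation.

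The change in the shares of clusters with ATV:4D9 also differed between genotypes. The difference (AppSAA;TfRmu/hu minus WT;TfRmu/hu, percentage points) was 38.8 for the homeostatic clusters, -23.7 for deposited cluster 1, -13.4 for deposited cluster 2, -18.2 for deposited cluster 4 and 16.5 for deposited cluster 5 (exact permutation test of the within-pool changes, p = 0.0286 and adjusted p = 0.04 for each, n = 4 pools). The shares start from different values under ATV:ISO. On the logit scale, with limma, the difference was 2.66, -0.19, -1.07, -1.81 and 0.72, and that of deposited cluster 1 was not called (adjusted p = 0.499, or 0.506 with the pool as a block). Under ATV:4D9, the AppSAA;TfRmu/hu mouse had the larger share of deposited cluster 5 in 4 of 4 pools, so a difference between pools does not explain it. Genotype stays open as a biological explanation, and shares that sum to 100 cannot rise or fall independently.

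The median UMIs per cell, which the text of the paper available here does not report, were higher with ATV:4D9 than with ATV:ISO, by 7773 in WT;TfRmu/hu mice (15338 ± 1625 against 7566 ± 642, SD) and by 6184 in AppSAA;TfRmu/hu mice (15523 ± 1335 against 9339 ± 673, SD). The exact permutation p was 0.0286 and the adjusted p 0.0357 in both genotypes. A difference in depth between pools does not explain this, since the ATV:4D9 mouse was higher in 8 of 8 pairs from the same pool. Doublets of 2 cells of a mouse that form at random at loading would be more frequent in the mouse with more cells of a pool. In the 5 pairs of mice of a pool in which the ATV:4D9 mouse had fewer cells than a mouse given ATV:ISO or 4D9 (3 ATV:4D9 mice in pools 3 and 4), it had more UMIs per cell in 5. In pool 3, AppSAA;TfRmu/hu ATV:4D9 had 2413 cells with a median of 15837 UMIs, and AppSAA;TfRmu/hu ATV:ISO had 6126 cells with 9884. Doublets at loading therefore do not explain the whole rise in these mice. If every cell were either like those of the ATV:ISO mouse of its pool and genotype or a doublet of them, at least 52.4% to 87.7% of the cells of each ATV:4D9 mouse would have to be doublets. Cells of a mouse that stuck together before loading were not tested. Cycling cells stay open. Without deposited cluster 4 the difference in WT;TfRmu/hu mice was 6445, but the cell cycle list was also higher in deposited clusters 2 and 5 than in the homeostatic clusters (median log2 fold change 2.15 and 2.12). The Reactome cell cycle set was called in neither, with medians of 0.21 and 0.15 (camera, adjusted p = 0.196 and 0.524). Among cells without a UMI of the cell cycle list the difference was -660 in WT;TfRmu/hu and 654 in AppSAA;TfRmu/hu mice. The negative sign in WT;TfRmu/hu mice rests on ATV:4D9 replicate 3, whose median was 2072 UMIs. The other mice of that group lay between 5885 and 7118, and the fewest such cells in a mouse of the group were 7. Cells without a UMI of the list were 0.619% of the cells of WT;TfRmu/hu ATV:4D9 mice and are chosen in part for few UMIs. Cycling cells and more RNA in other cells therefore cannot be told apart.

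Within the homeostatic clusters alone the differences in median UMIs were smaller, 1302 in WT;TfRmu/hu (exact permutation test, p = 0.0286, adjusted p = 0.143) and 1050 in AppSAA;TfRmu/hu mice (p = 0.171, adjusted p = 0.333), and the ATV:4D9 mouse was higher in 4 of 4 pools in both. The mix of these clusters shifted with ATV:4D9, from 62.8% to 40.0% of homeostatic cells in deposited cluster 0 in WT;TfRmu/hu and from 55.2% to 37.9% in AppSAA;TfRmu/hu mice, and cells of deposited cluster 3 hold more UMIs (median 8877 against 7178). The differences were 800 and 605 within deposited cluster 0 and 1132 and 1048 within deposited cluster 3 (WT;TfRmu/hu and AppSAA;TfRmu/hu mice), none past the threshold after adjustment. The ATV:4D9 mouse was higher in 16 of 16 pairs, 8 in each cluster from the same mice, so the shift may account for part of the rise in homeostatic cells but not for all of it. The treatment stays open as the biological explanation.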

How the results depend on the processing

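The exact tests with a mouse left out, the UMIs within deposited cluster 0 or 3 alone, the UMIs of cells without a UMI of the cell cycle list, the finer clustering, the baseline of deposited cluster 0, the AppSAA;TfRmu/hu mice alone, the limit of 25000 UMIs, the UMIs without deposited cluster 4, the merged homeostatic clusters, the sex-linked genes left out, the alternatives for the difference in diversity between genotypes, and all alternatives for the comparisons with deposited cluster 1 were chosen after the data were seen.

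Counts of called genes stayed within 1.5 times the reported count in 185 of 188 alternatives for 13 results. The count was 6700 to 9943 for ATV:4D9 against ATV:ISO in AppSAA;TfRmu/hu mice, 8175 to 10483 in WT;TfRmu/hu mice, and 6624 to 9823 for ATV:4D9 against 4D9. With the pool as a block, the count for AppSAA;TfRmu/hu against WT;TfRmu/hu mice rose to 7166 (3026 higher and 4140 lower), and that for the interaction to 4284 (2377 and 1907). Every gene called without the block was called with it, as the block removes spread between pools. DESeq2 called 1 gene between 4D9 and ATV:ISO, where edgeR and limma-voom called 0. Without each mouse in turn the interaction count was 969 to 1861.

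For 35 results of gene lists in the main comparisons, 344 of 353 alternatives kept the direction and the side of the threshold. The Reactome glycolysis set lost the call for ATV:4D9 against ATV:ISO in AppSAA;TfRmu/hu mice (0.36, adjusted p = 0.111) and for deposited cluster 4 against the homeostatic clusters (0.61, adjusted p = 0.0511). The fry test called fatty acid oxidation in deposited clusters 1 (0.11) and 2 (0.18) against the homeostatic clusters. For deposited cluster 4 against deposited cluster 1 it called glycolysis (median 0.013, mean -0.16) and fatty acid oxidation (0.043, mean -0.06) as lower, and the Reactome set also called the latter as lower (-0.16, adjusted p = 0.0399). For deposited cluster 2 against deposited cluster 1, nuclear oxidative phosphorylation was called as lower with RLE size factors (-0.061, adjusted p = 0.0463) and without replicate 4 (-0.067, adjusted p = 0.0165). With each pool left out its median was -0.067 to -0.0023, and its adjusted p over all alternatives reached 0.244. Where a set or a test was exchanged, the construction of the set or test differs. Beyond that, the cause was not tested.

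For 147 further results of gene lists, 1266 of 1361 alternatives kept direction and side, 36 lost a call, 49 gained one and 10 changed direction. Against deposited cluster 0 alone, the immediate early list was higher in deposited clusters 1 (1.50), 2 (1.80), 4 (1.09) and 5 (1.42), since deposited cluster 3, where these genes are high, leaves the baseline. Deposited cluster 0 is the lowest in these genes (-1.57), so this outcome was fixed by the choice of baseline. With the Reactome set, the interferon list was -0.030 in deposited cluster 2 and -0.097 in deposited cluster 4 against the homeostatic clusters. Between 4D9 and ATV:ISO, with each pool left out, cholesterol synthesis was -0.12 to 0.031, the TNF and NF-kB list -0.080 to 0.082, the immediate early list -0.12 to 0.11 and MHC -0.42 to 0.088, and the cause was not tested.

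For 30 results of shares, 345 of 360 alternatives kept the direction and the side of the threshold. With the finer clustering, the share of deposited cluster 1 in WT;TfRmu/hu mice was higher by 1.38 percentage points with ATV:4D9 (exact permutation test, adjusted p = 0.260), and that of deposited cluster 2 was higher by 0.505 in AppSAA;TfRmu/hu than in WT;TfRmu/hu mice under ATV:ISO (adjusted p = 0.170). The finer clusters were assigned whole to the coarser cluster that held most of their cells, which moves cells between small shares. On the logit scale, limma called the share of deposited cluster 5 lower with 4D9 than with ATV:ISO (-0.45, adjusted p = 0.0368, or 0.0422 with the pool as a block), and the cause was not tested. Of 64 alternatives of the diversity index, 54 kept the side of the threshold. The difference between genotypes in its rise (-0.0619) was past the threshold with the homeostatic clusters merged (-0.301, exact permutation test, p = 0.0286) and with the finer clustering (-0.295, p = 0.0286), and was 0.280 with the inverse Simpson index (p = 0.429). For UMIs per cell, 55 of 75 kept direction and side. Within the homeostatic clusters alone, the differences of 1302 (ATV:4D9 against ATV:ISO in WT;TfRmu/hu mice), 1050 (the same in AppSAA;TfRmu/hu mice), 266.8 (AppSAA;TfRmu/hu against WT;TfRmu/hu mice) and 861.5 (ATV:4D9 against 4D9) were not past the threshold. Nor were they, in the same order, in deposited cluster 0 alone (800.1, 605.1, 43.5 and 390.6), in deposited cluster 3 alone (1132, 1048, 206 and 795.5) or in cells without a UMI of the cell cycle list (-660, 654, 264 and 572.4). Part of the rise lies between clusters, and the last subset is chosen in part for few UMIs. In that subset the sign of the -660 rests on WT;TfRmu/hu ATV:4D9 replicate 3. Its median was 2072, against 5885 to 7118 in the other mice of its group. With each mouse left out in turn, 3 mice were compared with 4 by the exact test, where a split to the opposite side can give as large a difference although the groups do not overlap. In this way calls were lost for the share of deposited cluster 1 with ATV:4D9 in WT;TfRmu/hu mice without any 1 of the ATV:4D9 mice (-1.23 to -0.661 over all mice left out), the share of deposited cluster 5 in AppSAA;TfRmu/hu against WT;TfRmu/hu mice without any 1 of the latter (1.30 to 2.13), the diversity index with ATV:4D9 in AppSAA;TfRmu/hu mice against ATV:ISO (0.171 to 0.256) and 4D9 (0.184 to 0.269) without any 1 of the mice compared with, and the UMIs of AppSAA;TfRmu/hu against WT;TfRmu/hu mice without any 1 of the latter (1537 to 2071). A call was gained for the lower share of deposited cluster 5 with 4D9 against ATV:ISO (-1.36 to -0.537), without ATV:ISO replicate 1 (exact permutation test, adjusted p = 0.0340).

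For 92 single genes, 1247 of 1276 alternatives kept direction and side, 18 lost a call and 11 gained a call. Apoe in deposited cluster 2 against the homeostatic clusters lost its call with RLE size factors, no filter, limma-voom, the mouse as a block, sums of at least 50 cells and without replicate 1, 2 or 4 (0.28 to 0.59).

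Depth limits what could be called. The smallest mouse total was 17150296 UMIs, and thinning to it left the interaction at 1084 genes. All cells as the denominator of shares was not run, since every deposited cell was taken as microglia. Counts within clusters had no alternatives.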

Differences from the paper's values

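The comparisons of clusters with deposited cluster 1 used in this part were chosen after the data were seen. A share counted as different only if it lay more than the SD of its group and more than 1.5-fold from the paper's value. No value that could be set beside a value of the paper differed by this rule. The rule is wide for large shares, and near 95% no higher share could break it, so this outcome says little. The number of cells is the same, and the mean homeostatic shares lay near those of Fig. 1d, read by eye. These were 96.2% against about 95% in Fig. 1d for WT;TfRmu/hu ATV:ISO, 7.67% against about 7% in Fig. 1d for WT;TfRmu/hu ATV:4D9, and 56.0% against about 55% in Fig. 1d for AppSAA;TfRmu/hu ATV:ISO. They were 55.3% against about 55% in Fig. 1d for AppSAA;TfRmu/hu 4D9 and 6.29% against about 7% in Fig. 1d for AppSAA;TfRmu/hu ATV:4D9.

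The directions that follow were compared with deposited clusters, which carry no names and were not matched to the paper's clusters, and with gene lists other than the hallmark sets. The paper states that metabolic signatures rose further in the clusters induced by ATV:4D9 than in the cluster tied to amyloid. Of 6 metabolic lists, none was called higher by camera in deposited cluster 2 or 4 than in deposited cluster 1. Camera weighed every mouse sum of a cluster alike, including the small sums of mice not given ATV:4D9. The lists were not tested in ATV:4D9 mice alone, so these tests do not settle the statement for treated mice. The mitochondrially encoded oxidative phosphorylation list was lower in deposited clusters 2 (-0.57, adjusted p = 2.56e-06) and 4 (-0.46, adjusted p = 0.00717), and cholesterol synthesis was lower in deposited cluster 2 (-0.56). The citric acid cycle medians were 0.13 and 0.09 (adjusted p = 0.219 and 0.492), and fry called the first as higher (adjusted p = 0.0146). Fatty acid oxidation had medians of 0.07 and 0.04 with means of 0.00141 and -0.06 (adjusted p = 0.689 and 0.510). In deposited cluster 4, fry called glycolysis (median 0.01, mean -0.16, adjusted p = 0.0171) and fatty acid oxidation (adjusted p = 0.00662) as lower, and camera called the Reactome set for fatty acid oxidation as lower (-0.16, adjusted p = 0.0399). Values that go with the statement are those of the Myc and nucleolar list (0.81 and 0.71), Cox5a (0.42 and 0.56) and Ldha in deposited cluster 2 (0.38, adjusted p = 0.00715). Ldha in deposited cluster 4 (0.28, adjusted p = 0.0575) was called with RLE size factors, no filter, DESeq2, sums of at least 50 cells and without replicate 1. Mif (-0.07 and -0.22) and Gapdh (0.06 and 0.27) were not called. In deposited cluster 4, Mif was called lower with the mouse as a block (-0.38, adjusted p = 0.000104) and in AppSAA;TfRmu/hu mice alone (-0.34, adjusted p = 0.0202), and Gapdh was called higher without replicate 1 (0.32, adjusted p = 0.0384), while Aldoa was lower (-0.37 and -0.97).

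In Fig. 1h, read by eye, the paper shows the TNF and NF-kB signature lower in the clusters induced by ATV:4D9, and Myc and interferon signatures lower in the cluster tied to amyloid. Here the TNF and NF-kB list was higher in deposited cluster 2 (0.39, adjusted p = 0.0169) and not called in deposited cluster 4. With deposited cluster 0 alone as the baseline, chosen after the data were seen, it was higher in both (2.25 and 1.95). Deposited cluster 0 is the lowest in immediate early genes. Whether it is also unusually low in the TNF and NF-kB list was not tested, so this baseline adds little. In deposited cluster 1 the Myc and nucleolar list (0.29, adjusted p = 0.00546) and the interferon list (1.05) were higher than in the homeostatic clusters, while the Reactome interferon set was not called (0.13, adjusted p = 0.835). In Fig. 1f,g, read by eye, Apoe is lower than in the homeostatic cluster in a cluster induced by ATV:4D9. Here Apoe was higher in deposited cluster 2 (0.60, standard error 0.28, adjusted p = 0.0448) and not called in deposited cluster 4 (0.56, adjusted p = 0.0752). In deposited cluster 2 it was not called in 8 of its 12 alternatives, among them the mouse as a block with the smallest value (0.28, adjusted p = 0.273), and no alternative made it lower. Over all microglia Apoe was lower with ATV:4D9 than with ATV:ISO in WT;TfRmu/hu (-1.02, edgeR, adjusted p = 0.00084) and AppSAA;TfRmu/hu mice (-0.86, adjusted p = 0.00419), which goes with the paper's direction. The cluster sums pooled both genotypes and included mice not given ATV:4D9. The clusters were not compared within WT;TfRmu/hu mice, so the higher Apoe of deposited cluster 2 may reflect this mix of mice.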

Other observations

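The comparison of the DAM list within pools, the swaps within pools for 4D9 and the comparisons within deposited clusters 0 and 3 alone were chosen after the result was seen, and the other comparisons within clusters, the comparison of DAM genes between deposited clusters 5 and 2, the comparisons with deposited cluster 1 and the correlations were added after the data had been examined. Genes are not independent replicates in a correlation across genes.

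Between AppSAA;TfRmu/hu mice given 4D9 and those given ATV:ISO, edgeR called 0 of 14058 genes, with 79 at an unadjusted p under 0.05. limma-voom called 0 and DESeq2 called 1. As the count is 0, each of the 35 splits of the mice gives as many, so the splits say nothing about chance. The groups did not overlap for 97 genes (0.690%), where chance gives 2.86%. The gene called by DESeq2, Trap1a, was named after its values were seen. It had no count in the ATV:ISO mice and was found in 1 of the 4D9 mice, at 7.37 CPM, so it rests on that mouse. By camera, the interferon list (-0.18), the cell cycle list (0.17) and cholesterol synthesis (-0.06) were called, and none of the 3 by fry. The interferon list was not called without replicate 3 (-0.058, adjusted p = 0.0934), the cell cycle list not without replicate 2 (0.071, adjusted p = 0.317) and cholesterol synthesis not without replicate 3 (-0.060, adjusted p = 0.139) or 2, where it was 0.031. With the pool as a block, camera also called DAM (0.032, adjusted p = 0.0402) and nuclear oxidative phosphorylation (0.017, adjusted p = 0.0277). The simulation of this comparison recovered most genes changed 2-fold, so large changes of many genes at day 1 would have been seen.

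A weak form of the ATV:4D9 response to 4D9 alone may be hidden under the threshold. Over the 8898 genes called for ATV:4D9 in WT;TfRmu/hu mice, which share no mouse with this comparison, Pearson's r with the change by 4D9 was 0.137 (Spearman's rho 0.0884). As large an r was found in 6 of 70 regroupings of the 8 mice (one-sided permutation p = 0.0857), whose r ranged from -0.250 to 0.250. With the labels swapped only within pools, as large an r was found in 3 of 16 swaps (one-sided permutation p = 0.188, where the smallest possible is 0.0625). The r of the change within single pools was 0.101, 0.0390, -0.136 and 0.179. A weak response and none cannot be told apart with 4 mice in each group.

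Between AppSAA;TfRmu/hu mice given ATV:4D9 and 4D9, 7633 genes were called, 3880 higher and 3753 lower, and chance can be excluded. It can also be excluded for the counts of ATV:4D9 against ATV:ISO in both genotypes, and of AppSAA;TfRmu/hu against WT;TfRmu/hu mice. In each of these comparisons of groups, the real split alone gave as many among 35 splits made without regard to the pools. It also stood alone among the 8 splits with a mouse of every pool on either side, which are too few to exclude chance by themselves. For the 7 comparisons of clusters, 1 of 40 swaps of cluster labels within mice, the real one, gave as many in a fit of the clusters compared. As the clusters were assigned from the expression of the cells, this outcome was to be expected and says nothing about chance. The response to ATV:4D9 in the 2 genotypes had a Pearson's r of 0.822 across 14058 genes, with a slope of 0.650 of AppSAA;TfRmu/hu on WT;TfRmu/hu mice. Of 6691 genes called in both, 6571 changed in the same direction. The other lists changed with ATV:4D9 in WT;TfRmu/hu and AppSAA;TfRmu/hu mice by medians of 2.05 and 2.64 (interferon), 3.49 and 2.51 (cell cycle), 0.68 and -0.46 (DAM), -0.62 and -0.33 (homeostatic) and 0.59 and 0.67 (TNF and NF-kB), all called by camera. Without replicate 2, DAM was not called in AppSAA;TfRmu/hu mice (-0.45, adjusted p = 0.0543). With the Reactome set, interferon was not called in WT;TfRmu/hu mice (0.057, adjusted p = 0.801) and was called in AppSAA;TfRmu/hu mice (0.28, adjusted p = 0.0268). MHC (0.10 and -0.71) and immediate early genes (-0.32 and -0.25) were not called by camera, while fry called the immediate early genes in both genotypes (adjusted p = 0.00578 and 0.0365).

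The lower share of deposited cluster 1 with ATV:4D9 in AppSAA;TfRmu/hu mice could arise by dilution alone, from a gain of other cells. Within deposited cluster 1, 224 of 12231 genes were called between ATV:4D9 and ATV:ISO, 145 higher and 79 lower, and chance can be excluded. The interferon list was higher by a median of 1.49, while the median of the DAM list was 0.01. Within the homeostatic clusters 474 of 12254 genes were called, and chance can be excluded there too. In these mice deposited cluster 0 made up 55.2% of homeostatic cells with ATV:ISO and 37.9% with ATV:4D9, so the mix of the class changed. Within deposited cluster 0 alone 60 of 11366 genes were called and within deposited cluster 3 alone 415 of 11427, and chance can be excluded for both. The change of mix may therefore account for part of the 474 but not for all. Cells that respond in place can be diluted as well, so these calls do not bear on dilution. Dilution and cells leaving the cluster cannot be told apart, since numbers of cells per brain were not measured. Cells near the border of a cluster may carry part of the change in expression.

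The larger share of deposited cluster 5 with ATV:4D9 in AppSAA;TfRmu/hu mice may reflect amyloid-exposed cells that carry DAM genes. The mean of the DAM list (log2 CPM) in deposited cluster 5 minus deposited cluster 2 was 0.50 ± 0.10 in AppSAA;TfRmu/hu and 0.25 ± 0.12 in WT;TfRmu/hu mice given ATV:4D9 (SD, n = 4). The difference between the genotypes was 0.246 (two-sided exact permutation test, p = 0.0571). Within pools it was 0.111 to 0.338 (SD 0.104), positive in 4 of 4 pools (exact sign-flip permutation test, p = 0.125, the smallest that 4 pools allow). The DAM list was higher in AppSAA;TfRmu/hu mice in both clusters, by 0.79 in deposited cluster 5 and 0.55 in deposited cluster 2 (exact permutation test, p = 0.0286 each). The values within pools go with a DAM excess in deposited cluster 5 on top of the general difference between genotypes. This remains a hypothesis, since a paired t test called it, which was chosen after the result was seen, and neither exact test did.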
